# Identification of a Radiosensitivity Molecular Signature Induced by Enzalutamide in Hormone-sensitive and Hormone-resistant Prostate Cancer Cells

**DOI:** 10.1038/s41598-019-44991-w

**Published:** 2019-06-20

**Authors:** Maryam Ghashghaei, Tamim M. Niazi, Adriana Aguilar-Mahecha, Kathleen Oros Klein, Celia M. T. Greenwood, Mark Basik, Thierry M. Muanza

**Keywords:** Prognostic markers, Prostate

## Abstract

Prostate cancer (PCa) is the most common cancer amongst men. A novel androgen receptor (AR) antagonist, enzalutamide (ENZA) has recently been demonstrated to enhance the effect of radiation (XRT) by impairing the DNA damage repair process. This study aimed to identify a radiosensitive gene signature induced by ENZA in the PCa cells and to elucidate the biological pathways which influence this radiosensitivity. We treated LNCaP (AR-positive, hormone-sensitive PCa cells) and C4-2 (AR-positive, hormone-resistant PCa cells) cells with ENZA alone and in combination with androgen deprivation therapy (ADT) and XRT. Using one-way ANOVA on the gene expression profiling, we observed significantly differentially expressed (DE) genes in inflammation-and metabolism-related genes in hormone-sensitive and hormone-resistant PCa cell lines respectively. Survival analysis in both the TCGA PRAD and GSE25136 datasets suggested an association between the expression of these genes and time to recurrence. These results indicated that ENZA alone or in combination with ADT enhanced the effect of XRT through immune and inflammation-related pathways in LNCaP cells and metabolic-related pathways in C4-2 cells. Kaplan–Meier analysis and Cox proportional hazard models showed that low expression of all the candidate genes except for PTPRN2 were associated with tumor progression and recurrence in a PCa cohort.

## Introduction

PCa is the most frequently diagnosed malignancy and is among the top three cancer-related deaths in American and Canadian men^1–3^. XRT therapy is one of the treatment options for locally advanced PCa. Unfortunately, 30–50% of patients undergoing XRT will experience a biochemical recurrence within 10 years^4^. Although the combination of XRT with ADT for high-risk localized PCa patients has demonstrated an improved overall survival rate, almost half of these patients develop a resistance to ADT. This resistance is caused by the incomplete blockade of AR-ligand signalling, AR amplifications, AR mutations, aberrant AR co-regulator activities, or AR splice variants expression with the development of castration-resistant tumors^5^. The AR is a type of nuclear receptor that is activated when bound by androgenic hormones. AR activation regulates the transcription of specific genes^6^. In 2012, ENZA, an AR antagonist, was approved by the FDA and Health Canada for the treatment of metastatic castration-resistant PCa (mCRPC)^7^. Castration-resistant PCa (CRPC) is defined by disease progression and a rise in serum prostate-specific antigen (PSA) levels despite ADT. CRPC represents the most aggressive type of PCa with a median survival rate of fewer than two years^8^. ENZA targets the AR signalling pathway at three key stages: (1) It blocks binding of androgens to the AR; (2) It prevents AR nuclear translocation within the nucleus; (3) It inhibits binding of activated AR to chromosomal DNA, which prevents transcription of target genes^9^. We have shown that ENZA enhances the effect of XRT through an impaired DNA damage repair process^10^. The aim of our research is to identify the radiosensitivity gene signature(s) induced by ENZA in PCa cells and to clarify the biological pathways that play important roles in the regulation of radiosensitivity.

From a clinical standpoint, the ability to predict tumor response to XRT therapy is a necessary avenue to improve treatment outcomes. Gene expression profiling is a major tool used to stratify which patients will benefit from radiosensitivity. These genomic data will also increase the understanding of the cellular mechanisms of intrinsic radioresistance in cancer. It is promising to integrate the biomarkers of radiosensitivity to develop personalized radiation therapy. Following radiation therapy, changes in gene expression have been detected in multiple cancer cell lines including PCa. Although p53, ATM mutations, and the loss of PTEN are associated with human PCa radiosensitivity, they do not accurately predict which individual tumor will eventually fail definitive radiation therapy^11^. Given the complexity of radiation-induced responses, comprehensive gene expression microarray analysis enables the identification of a wider range of genes and of signalling pathways involved in the response to radiation^12^. There are many factors that influence the transcriptional profile seen after exposure to irradiation such as genetic background, cell type, XRT dose, dose rate and time after XRT^13^. While radiation induces cell death through DNA damage, there are no clinically predictive markers available to indicate the likelihood of an effective treatment outcome^11^. Clinicopathologic factors and PSA levels both aid in decision making when selecting treatment for the individual patient, yet there is conflicting evidence as to the predictive and prognostic value of these markers^14^. In this study, in order to identify a common radiosensitivity gene signature and relevant biological pathways, we carried out gene expression profiling following treatment of LNCaP and C4-2 cell lines. We hypothesized that these gene signatures play a role in the radiosensitivity of PCa cell lines in different combined treatment modalities.

## Results

### Differentially expressed genes by one-way ANOVA in hormone-sensitive and hormone-resistant PCa cell lines

We have demonstrated that ENZA with or without ADT enhances the effect of XRT in both hormone-sensitive (LNCaP) and hormone-resistant (C4-2) PCa cell lines^10^. 

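LNCaP is a human prostate cancer cell line that responds to androgen, and C4-2 was derived from LNCaP and grows without it. RNA from both lines was measured on 48 Clariom S arrays, 3 for each of 16 conditions. The cells were left untreated (CTR) or received the androgen receptor antagonist enzalutamide (ENZA, 10 µmol/l), androgen deprivation (ADT, phenol red-free medium with charcoal-stripped serum) or both, with or without 4 Gy of radiation (XRT). Treatment began 2 h before radiation and the cells were harvested 4 h after it. The authors deposited log2 values made by RMA for 27189 features. These values were fitted with limma, with a mean for each condition, and each feature's spread was taken over all 48 arrays. The number of arrays limits the precision. MDM2 and CDKN1A, both targets of p53, separated irradiated arrays from the others. In C4-2 the log2 level of MDM2 was 9.41 to 9.98 without radiation and 11.10 to 11.51 with it (n = 12 each). In LNCaP it was 9.61 to 10.20 and 11.91 to 12.31 (n = 11 each), apart from 2 arrays: the array labelled ENZA replicate 2 was at 12.25 and the array labelled ENZA+XRT replicate 2 at 9.82. CYP1A1, which encodes a cytochrome P450 enzyme, separated arrays with ADT from those without. In LNCaP it was 6.60 to 7.78 with ADT (n = 11) and 4.77 to 6.21 without (n = 10), apart from the arrays labelled ENZA replicate 2 at 7.42 and ADT+XRT replicate 2 at 5.98. ENZA+XRT replicate 2, at 5.96, lay among the arrays without ADT, as labelled. The values given follow the deposited labels. Where calls change, counts or values are also given for 2 other assignments, both chosen after the values had been seen. With the 2 arrays exchanged, the arrays labelled LNCaP ENZA replicate 2 and ENZA+XRT replicate 2 take each other's condition. The fold changes of 2908 listings in the paper's Supplementary Datasets then match those within 6e-06, and 0 match with the labels. With the 3 arrays reassigned, the array labelled ENZA replicate 2 is taken as ADT+XRT, that labelled ADT+XRT replicate 2 as ENZA+XRT, and that labelled ENZA+XRT replicate 2 as ENZA.

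**Figure D1:**
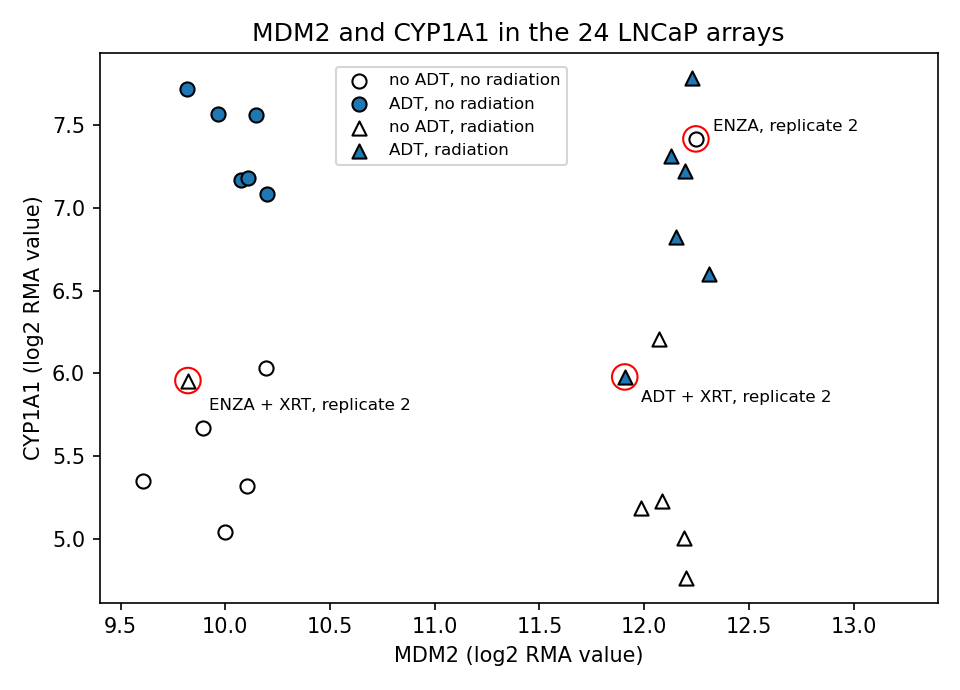
Log2 RMA level of CYP1A1 (y axis) against that of MDM2 (x axis) in the 24 LNCaP arrays. Each point is 1 array, filled with ADT in its label and a triangle with XRT in its label, and red rings mark the 3 arrays named above, of which ENZA replicate 2, at 12.25 and 7.42, lies among the irradiated ADT arrays.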

To identify radiosensitivity gene signatures and elucidate related signalling pathways, we performed gene expression analysis on the cells treated with XRT or ENZA ± ADT in combination with XRT. 

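In irradiated LNCaP cells, SLC39A5, a zinc transporter, was 3.92 ± 0.19 on the log2 scale with ENZA+ADT+XRT and 4.84 ± 0.22 with XRT alone (SD, n = 3 each), a log2 fold change of -0.91 (SE 0.18). The former level lies below the 95th percentile of the negative control features (log2 4.47). LRFN1, a synaptic adhesion protein, had a log2 fold change of -0.86 (SE 0.16) in that contrast and -0.60 with ADT+XRT. CDH10, a cadherin, had 1.17 (SE 0.25) with ADT+XRT, although its mean stayed below that level in each irradiated condition. SLC25A37, which carries iron into mitochondria, had -0.63 and -0.72 (SE 0.16) in the same 2 contrasts, and MMEL1, a metalloendopeptidase, -0.76 (SE 0.14) with ADT+XRT. Limma's moderated F test over the 3 contrasts with XRT gave 13 features in LNCaP at an unadjusted p under 0.0001. If no feature changed and p were uniform, 2.72 are expected. Other splits of the same arrays gave a median of 10, and 39 of 100 splits, the real one among them, gave 13 or more. Among splits with each replicate number once in each condition 9 of 100 did. Besides the 5 genes above, the 13 features include PTPRN2, CYP1A1, ZMIZ1, INSL6, TARP and 2 features without a gene symbol. In C4-2 there were 10, among them CYP1A1, CYP1A2, CYP1B1, FBXL5, TRIB2, SEMA6A, TIPARP, C1orf116 and a control feature. At an adjusted p under 0.05, 0 features passed in LNCaP (1528 at an unadjusted p under 0.05) and 4 in C4-2 (CYP1A1, FBXL5, TRIB2 and CYP1A2). With the replicate number as a block, the counts at an unadjusted p under 0.0001 were 41 and 34, and those at an adjusted p under 0.05 were 37 and 24. At an unadjusted p under 0.0001 LNCaP had 15 features with the 2 arrays exchanged, 9 of them among the 13, and 24 with the 3 arrays reassigned, 14 of which passed at an adjusted p under 0.05. The exchange drops CYP1A1, SLC25A37 and TARP from the calls, and the reassignment SLC39A5, MMEL1, ZMIZ1 and TARP.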

By performing a one-way ANOVA with contrasts, we determined the most significant *(p*-value < 0.0001) differentially expressed (DE) genes among the three experimental groups (ENZA + XRT vs. XRT, ADT + XRT vs. XRT, ENZA + ADT + XRT vs. XRT) in LNCaP (Table 1) and C4-2 (Table 2) cell lines, 13 and 11 genes were identified, respectively. The *NKX3-1* was the only common gene for all three comparisons and it appeared in both groups of LNCaP and C4-2 cells.

**Table 1:** The most significant DE from one-way ANOVA for each treatment condition (ENZA + XRT vs. XRT, ADT + XRT vs. XRT, ENZA + ADT + XRT vs. XRT) in LNCaP cell line.

Gene	ENZA + XRT	ADT + XRT	ENZA + ADT + XRT	AveExpr	*P*-Value	Adj.* P*-Value
*NKX3-1*	−0.8163	−1.085	−1.277	10.75	2.062e-06	0.05607
*LAT*	1.041	1.051	0.5554	5.165	1.124e-05	0.0882
*ZMIZ1*	−0.7282	−0.1722	−0.6085	8.726	1.251e-05	0.0882
*INSL6*	−0.7812	−0.83	−0.6041	3.513	1.314e-05	0.0882
*CDH10*	0.3829	1.172	0.8857	2.843	1.692e-05	0.0882
*SLC39A5*	0.02344	−0.3479	−0.9146	4.706	2.049e-05	0.0882
*PTPRN2*	0.6226	1.143	0.9196	4.765	2.271e-05	0.0882
*LRFN1*	−0.2878	−0.6021	−0.8624	6.478	3.009e-05	0.09189
*SPDEF*	−0.2894	−0.4062	−0.5095	10.28	3.042e-05	0.09189
*TEX44*	−0.4086	0.1263	−0.5077	5.724	4.161e-05	0.1131
*23069178*	−0.7734	−0.264	−0.6781	3.846	5.748e-05	0.1249
*PDE9A*	−0.7457	−0.5213	−0.9291	8.719	6.206e-05	0.1249
*MMEL1*	−0.3271	−0.7629	−0.262	6.291	6.437e-05	0.1249
*OSBPL10*	1.073	0.7663	1.023	5.868	6.79e-05	0.1249
*TC1800006649.hg.1*	−0.4451	0.354	−0.4623	3.297	6.891e-05	0.1249

XRT = Radiation, ENZA = Enzalutamide, ADT = Androgen deprivation therapy. DE = differentially expressed. *P*-values were corrected for multiple comparisons using FDR (B&H).

**Table 2:** The most significant DE from one-way ANOVA for each treatment condition (ENZA + XRT vs. XRT, ADT + XRT vs. XRT, ENZA + ADT + XRT vs. XRT) in C4-2 cell line.

Gene	ENZA + XRT	ADT + XRT	ENZA + ADT + XRT	Ave Expr	*P*-value	Adj. *P*-value
*CYP1A1*	0.5771	2.417	2.498	7.441	9.098e-08	0.002474
*TRIB2*	−1.052	−0.837	−1.336	5.552	6.11e-07	0.006839
*CYP1A2*	0.4795	3.093	2.894	7.047	7.546e-07	0.006839
*FBXL5*	0.01488	0.6239	0.5458	8.664	1.349e-06	0.009166
*CYP1B1*	−0.5141	0.6484	0.7994	5.068	1.762e-05	0.09561
*HTA2-neg-47421856_st*	0.1306	0.0377	2.3520	2.0598	2.11E-05	0.09561
*SEMA6A*	0.152	−0.5594	−0.6021	7.675	2.8e-05	0.1088
*TIPARP*	0.02464	0.7372	0.8546	7.523	4.115e-05	0.1354
*NKX3-1*	−0.6767	−0.497	−1.145	10.75	4.483e-05	0.1354
*PFKFB3*	−0.1228	−0.6118	−0.6407	6.928	6.377e-05	0.163
*PMEPA1*	−1.045	−0.4885	−1.259	8.374	6.594e-05	0.163
*C1orf116*	−0.8854	−0.03169	−0.6941	10.96	7.653e-05	0.1734

XRT = Radiation, ENZA = Enzalutamide, ADT = Androgen deprivation therapy. DE = differentially expressed. *P*-values were corrected for multiple comparisons using FDR (B&H).

Comparing the expression of genes observed in each experimental group to the gene expression of the non-radiated control group we identified two differently expressed genes. 

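Without radiation, few features differed from CTR. In C4-2, TIPARP, an ADP-ribosyltransferase induced through the aryl hydrocarbon receptor, was 7.24 ± 0.25 in CTR and 8.04 ± 0.30 with ADT (log2, SD, n = 3 each). ADAMTS3, a secreted metalloproteinase, had a log2 fold change of -0.71 with ADT (SE 0.15) and -0.63 with ENZA+ADT. CYP1B1 had 0.84 and 0.99 (SE 0.25) in these contrasts. In LNCaP, FAM182B was 5.35 ± 0.15 in CTR and 6.43 ± 0.43 with ENZA. Limma's moderated F test over ENZA, ADT and ENZA+ADT against CTR gave 7 features in LNCaP at an unadjusted p under 0.0001: CYP1A1, FAM182B, SLC16A4, 2 other genes and 2 control features. C4-2 had 8: CYP1A1, CYP1A2, CYP1B1, FBXL5, TIPARP, VSTM4, CCNG2 and ADAMTS3, of which VSTM4 lay below the 95th percentile of the negative control features. At an adjusted p under 0.05, 4 features passed in LNCaP, among them CYP1A1 (adjusted p = 0.0112), and 3 in C4-2 (CYP1A1, FBXL5 and CYP1A2). The adjusted p of the F test was 0.236 for TIPARP and 0.0733 for CYP1B1, and 0.00236 and 0.0128 with the replicate number as a block. That block raised the counts at an unadjusted p under 0.0001 to 28 and 21. With the 2 arrays exchanged the counts were 5 and 7. FAM182B was then 6.10 ± 0.42 with ENZA, and FAM182B (F test adjusted p = 0.515), SLC16A4 (adjusted p = 0.606) and, in C4-2, ADAMTS3 were not called, nor were they with the 3 arrays reassigned.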

The results obtained from the comparative analysis of ENZA vs. control [CTR], ADT vs. CTR, ENZA + ADT vs. CTR in LNCaP are shown in Table 3, whereas the results obtained from the comparative analysis of the three C4-2 experimental groups are shown in Table 4. 

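FBXL5, part of a ubiquitin ligase that responds to iron, rose with ADT in C4-2 both without radiation (log2 fold change 0.88, SE 0.11, adjusted p = 8.78e-05) and with it (0.62, adjusted p = 0.0323). CYP1A2 rose likewise, by a log2 fold change of 3.21 without radiation (SE 0.57, adjusted p = 0.0173) and 3.09 with it (adjusted p = 0.0323). Of the 10 features given by the F test in irradiated C4-2 cells, 5 were also given without radiation: CYP1A1, CYP1A2, CYP1B1, FBXL5 and TIPARP. Of the 13 in LNCaP, 1 was (CYP1A1). Whether radiation altered the response was tested with an interaction between treatment and radiation in limma. In C4-2, 0 features passed at an unadjusted p under 0.0001 and 0 at an adjusted p under 0.05 (434 at an unadjusted p under 0.05). On simulated data the LNCaP form of this test recovered 1.49% of changes of log2 0.5 and 50.7% of log2 1. The limit was an unadjusted p under 0.0001, so changes of these sizes may be missed. In LNCaP, 9 passed at an unadjusted p under 0.0001, and 1 at an adjusted p under 0.05, which is a control feature. TMPRSS3, a membrane serine protease, was among the 9, with a log2 fold change for ENZA+ADT of -0.49 with radiation and 0.60 without (SE 0.16, interaction adjusted p = 0.142), at levels under the 95th percentile of the negative control features. Across all 27189 features, the log2 fold changes with radiation correlated weakly with those without: Pearson's r was 0.122, 0.187 and 0.163 for ENZA, ADT and ENZA+ADT in C4-2, and 0.0426, 0.0966 and 0.172 in LNCaP. These are correlations across genes, which are not independent replicates. For ENZA in LNCaP, r was 0.109 with the 2 arrays exchanged, and it was negative without all arrays of replicate 3 (-0.0884) or of replicate 1 (-0.0426).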

Using LNCaP cells we have identified 13 genes which were modulated following radiation, while *CYP1A1, CYP1A2*, and *FBXL5* were found to be deferentially expressed in both radiated and non-radiated conditions in C4-2 cells and, therefore, these genes are unlikely to be associated with regulation of radiation sensitivity.

**Table 3:** The most significant DE from one-way ANOVA for each treatment condition (ENZA vs. CTR, ADT vs. CTR, ENZA + ADT vs. CTR) in LNCaP cell line.

SYMBOL	ENZA	ADT	ENZA + ADT	AveExpr	*P*-Value	Adj. *P*-Value
*HTA2-pos 2978683_st*	−1.789	−1.74	−1.725	2.104	2.359e-09	6.414e-05
*CYP1A1*	0.6475	2.191	2.089	7.441	2.675e-06	0.0314
*HTA2-neg-47419193_st*	−0.5908	−0.9197	−0.8388	2.45	3.464e-06	0.0314
*CYP1A2*	−0.1485	2.119	2.198	7.047	4.064e-05	0.2762
*MUC7*	0.3477	−0.5006	0.1016	4.032	9.765e-05	0.4557

CTR = Control, ENZA = Enzalutamide, ADT = Androgen deprivation therapy. DE = differentially expressed. *P*-values were corrected for multiple comparisons using FDR (B&H).

**Table 4:** The most significant DE from one-way ANOVA for each treatment condition (ENZA vs. CTR, ADT vs. CTR, ENZA + ADT vs. CTR) in C4-2 cell line.

SYMBOL	ENZA	ADT	ENZA + ADT	AveExpr	*P*-Value	Adj. *P*-Value
*FBXL5*	0.1701	0.8815	0.7326	8.664	6.511e-09	0.000177
*CYP1A1*	0.6429	2.501	2.357	7.441	1.498e-07	0.001899
*CYP1A2*	0.4665	3.208	3.128	7.047	2.096e-07	0.001899
*CYP1B1*	−0.2779	0.8443	0.9887	5.068	1.133e-05	0.07704
*CCNG2*	0.0294	0.6596	0.6017	10.93	2.234e-05	0.1215
*TIPARP*	0.1094	0.7962	0.8448	7.523	5.932e-05	0.2588
*VSTM4*	0.8132	−0.06463	0.403	3.244	6.664e-05	0.2588

CTR = Control, ENZA = Enzalutamide, ADT = Androgen deprivation therapy. DE = differentially expressed. *P*-values were corrected for multiple comparisons using FDR (B&H).

Three genes (*LAT, PTPRN2*, and *PDE9A*) out of 13 genes identified to be differently expressed in the LNCaP had previously annotated functions in KEGG pathways. *LAT* as a gene involved in KEGG immune and inflammatory pathways, whereas *PTPRN2* and *PDE9A* were previously shown to be associated with type I diabetes mellitus pathway and purine metabolism, respectively.

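LAT, an adaptor of T cell receptor signalling, was 4.54 ± 0.22 in LNCaP with XRT, 5.34 ± 0.58 with ENZA+XRT, 5.59 ± 0.28 with ADT+XRT and 5.09 ± 0.27 with ENZA+ADT+XRT (log2, SD, n = 3 each). These means lie above the 95th percentile of the negative control features (log2 4.47), that with XRT by less than its SD. The log2 fold changes of LAT were 0.80, 1.05 and 0.56 (SE 0.22), against a level near background, so their size is uncertain. PTPRN2, a protein of secretory vesicles, was 4.06 ± 0.42 with XRT and 4.43 ± 0.18 with ENZA+XRT, both below that percentile. It rose with ADT+XRT (adjusted p = 0.0474), to 5.21 ± 0.15, and was 4.98 ± 0.34 with ENZA+ADT+XRT. The fitted log2 fold changes of 1.14 and 0.92 (SE 0.20) are set against a level not above background, so their size is uncertain. PDE9A, a cyclic GMP phosphodiesterase, had the highest array level of the 3, at 9.06 ± 0.20 with XRT. Its log2 fold changes were -0.63, -0.52 and -0.93 (SE 0.19). The F test over the 3 contrasts gave PTPRN2 an adjusted p = 0.0629, 0.0256 with the replicate number as a block. PDE9A had an adjusted p = 0.277, 0.0135 with the replicate number as a block. For LAT it was an adjusted p = 0.277, 0.0251 with the 3 arrays reassigned. With the labels LAT and PDE9A did not reach an unadjusted p under 0.0001, and both did with the 2 arrays exchanged and with the 3 arrays reassigned.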

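In irradiated C4-2 cells the cytochrome P450 gene CYP1B1 was 6.04 ± 0.43 with XRT and 6.69 ± 0.12 with ADT+XRT (log2, SD, n = 3 each). Over the irradiated and other arrays together, ADT raised CYP1B1 by a log2 fold change of 1.02 (SE 0.13, adjusted p = 8.09e-06). Other genes of the same pathways were tested as lists that leave out the CYP1 genes. In C4-2 with ENZA+ADT+XRT, the median log2 fold change of 19 tryptophan metabolism genes was 0.03, that of 24 steroid hormone synthesis genes 0.03 and that of 28 xenobiotic metabolism genes 0.01. In this contrast 0 members of these 3 lists passed in limma at an adjusted p under 0.05, over all features or adjusted over the list alone. Their smallest unadjusted p belonged to genes with log2 fold changes of -0.25 for MAOA (SE 0.12), which degrades monoamines, -0.44 for CYP17A1 (SE 0.18), an enzyme of androgen synthesis, and 0.60 for ALDH3A1 (SE 0.28), an aldehyde dehydrogenase. Limma's camera test of each list against all other features gave adjusted p values of 0.928, 0.779 and 0.974. Of 5 further targets of the aryl hydrocarbon receptor, which also controls the CYP1 genes, 3 rose with ADT in C4-2 when adjusted over the list alone and 0 over all features: NFE2L2 (0.17, SE 0.05), NQO1 (0.17) and ALDH3A1 (0.32). As a list they rose (camera adjusted p = 0.00709, adjusted p = 0.489 with an estimated correlation).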

In C4-2 cells, three genes (*CYP1A1, CYP1A2*, and *CYP1B1)* out of 11 genes identified to be differently expressed had previously annotated functions in the KEGG metabolic pathways as genes involved in tryptophan metabolism, steroid hormone biosynthesis, metabolism of xenobiotics by cytochrome P450, ovarian steroidogenesis, retinol metabolism, and in general as metabolic pathways regulators.

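MUC7, a salivary mucin, was 3.96 ± 0.33 in LNCaP without radiation, 4.23 ± 0.25 with ENZA, 3.46 ± 0.15 with ADT and 4.06 ± 0.06 with ENZA+ADT (log2, SD, n = 3 each), all below the 95th percentile of the negative control features. Its log2 fold change with ADT was -0.50 (SE 0.17), and the F test over the 3 contrasts with CTR gave an adjusted p = 0.483. It passed an unadjusted p under 0.0001 with the 2 arrays exchanged and not with the labels. CCNG2, a cyclin that restrains the cell cycle, had log2 fold changes of 0.24, 0.35 and 0.44 in LNCaP for ENZA, ADT and ENZA+ADT (SE 0.16, F test adjusted p = 0.837). In C4-2 they were 0.03, 0.66 and 0.60, and CCNG2 passed an unadjusted p under 0.0001 there (adjusted p = 0.236, 0.000839 with the replicate number as a block). Over all C4-2 arrays CCNG2 rose with ADT by a log2 fold change of 0.55 (SE 0.08, adjusted p = 0.000165). A list of 11 other FOXO targets also rose with ADT in C4-2 (median log2 fold change 0.11, camera adjusted p = 0.0186, adjusted p = 0.152 with an estimated correlation), with 0 members passing in limma over all features or adjusted over the list alone. FBXO32, a muscle ubiquitin ligase, had 0.34 (SE 0.12).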

Comparisons of gene expression in the experimental groups to control non-radiated groups in LNCaP cells resulted in identification of differences in the expression of *MUC7* and *CCNG2* genes, which were annotated in KEGG as the genes involved in salivary secretion pathway, p53 signaling pathway, and foxo signaling pathways, respectively.

In brief, our results suggest that either ENZA alone, or in combination with ADT, may potentiate radiation response through immune and inflammation-related pathways in LNCaP cells and in metabolic-related pathways in C4-2 cells.

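In irradiated LNCaP cells, the median log2 fold change of 30 genes of T cell and Fc receptor signalling, a list without LAT, was 0.03 with ENZA+XRT, 0.05 with ADT+XRT and 0.05 with ENZA+ADT+XRT (camera adjusted p = 0.708, 0.594 and 0.49). In limma 0 members passed over all features in these contrasts. Adjusted over the list alone, TEC, a kinase of lymphocytes, rose with ADT+XRT (0.95, SE 0.27, adjusted p = 0.038 over the list). CD3E, part of the T cell receptor complex, had 0.61 with ENZA+XRT (SE 0.18, adjusted p = 0.0555 over the list). Of 22 genes of NF-kappa B and inflammation, 0 passed in limma in these contrasts by either adjustment. MAP3K8, a kinase of inflammatory signalling, had 0.65 with ENZA+XRT (SE 0.23), and the list had camera adjusted p values of 0.786, 0.434 and 0.779. Of 26 interferon-stimulated genes 0 passed in limma in these contrasts by either adjustment. IFIH1, a sensor of double-stranded RNA, had 0.63 with ENZA+ADT+XRT (SE 0.25, camera for the list adjusted p = 0.751). The values with ENZA+XRT include the array labelled ENZA+XRT replicate 2, whose radiation genes run against its label. Over all 460 list tests, 50 passed in camera in this fit and 81 with the replicate number as a block, so a change of these lists may be missed. Among metabolic lists, 18 glycolysis genes were lower as a list with ENZA+ADT+XRT in both lines: the median was -0.12 in LNCaP (camera adjusted p = 0.00709, adjusted p = 0.859 with an estimated correlation) and -0.11 in C4-2 (adjusted p = 6.4e-05, adjusted p = 0.598 with an estimated correlation). In neither line did a member pass in limma over all features or adjusted over the list alone. HK2, a hexokinase, had -0.61 in C4-2 (SE 0.23). Whether the cell lines responded differently to the treatments under radiation was tested as an interaction: 2 features passed at an unadjusted p under 0.0001, and 0 in limma at an adjusted p under 0.05 (777 at an unadjusted p under 0.05). With the replicate number as a block, 1 passed. The paper reasons from the KEGG annotations of the genes in its lists, LAT in LNCaP and the CYP1 genes in C4-2. From these it proposes that ENZA, alone or with ADT, may strengthen the radiation response through immune and inflammatory pathways in LNCaP and through metabolic pathways in C4-2.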

### Heatmap of differentially expressed genes based on the one-way ANOVA analysis of genes expressed in hormone-sensitive and hormone-resistant PCa cell lines

Hierarchical clustering based on the DE genes identified from one-way ANOVA results allowed to make a clear separation between genes modulated by XRT alone and ENZA with or without ADT in combination with XRT in LNCaP cells (Supplementary Fig. S1). 

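When the 12 irradiated LNCaP arrays were clustered on the 13 features given by the F test, the first division followed ADT. All 6 arrays of ADT+XRT and ENZA+ADT+XRT fell in one cluster, and the 6 of XRT and ENZA+XRT in the other. CYP1A1 had log2 fold changes against XRT of -0.30 with ENZA+XRT, 1.32 with ADT+XRT and 1.51 with ENZA+ADT+XRT (SE 0.36). LRFN1 and SLC25A37 had lower means in the conditions of the first cluster, and CDH10 and PTPRN2 higher means. Distances were Euclidean over log2 values not centred per gene, and complete and average linkage gave the same 2 clusters. With 1 minus Pearson's correlation as the distance, 1 ADT+XRT array moved to the other cluster. With the 2 arrays exchanged, and clustered on the 15 features that the exchange gives, the 3 XRT arrays stood apart from the other 9. With the 3 arrays reassigned the division again followed ADT. The features were chosen for differing between these conditions, so the clusters are not independent evidence of a difference.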

While we had demonstrated a minor level of heterogeneity amongst the biological triplicates, the overall changes in gene expression induced by this treatment were consistent in all triplicates analysed allowing separation of the identified genes into two distinct clusters. In comparison to the XRT groups, the ENZA ± ADT in combination with the XRT group showed higher expression levels of *LAT* (involved in immune response pathways), *OSBPL10* and *PTPRN2* genes. Conversely, ENZA (with or without ADT) and XRT treated cells both showed lower expression levels of *NKX3-1*, *ZMIZ1*, *PDE9A*, and *SPDEF* genes which interact with AR in the same pathway.

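OSBPL10, an oxysterol-binding protein of lipid transport, was 4.12 ± 0.21 in LNCaP with XRT, below the 95th percentile of the negative control features, and 5.12 ± 0.18 with ENZA+XRT, 4.88 ± 0.32 with ADT+XRT and 5.14 ± 0.12 with ENZA+ADT+XRT (log2, SD, n = 3 each). The log2 fold changes were 1.01, 0.77 and 1.02 (SE 0.22). In the F test over the 3 contrasts OSBPL10 ranked 14 by p, next after the 13 features given, with an adjusted p = 0.194, 0.0282 with the replicate number as a block. Without radiation its levels were 4.66 ± 0.17 in CTR and 5.28 ± 0.17 with ENZA. LAT and PTPRN2, described above, were also lowest in XRT among the irradiated conditions.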

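ZMIZ1, a coregulator of the androgen receptor, was 9.28 ± 0.28 in LNCaP with XRT, 8.55 ± 0.15 with ENZA+XRT, 9.10 ± 0.10 with ADT+XRT and 8.67 ± 0.10 with ENZA+ADT+XRT (log2, SD, n = 3 each). Its F test gave an adjusted p = 0.066, 0.0131 with the replicate number as a block. Over irradiated and other LNCaP arrays together, ZMIZ1 fell by 0.51 on the log2 scale with ENZA (SE 0.07, adjusted p = 0.000382). SPDEF, a prostate epithelial transcription factor, had -0.13, -0.41 and -0.51 in the 3 contrasts with XRT (SE 0.12, F test adjusted p = 0.288). Over the LNCaP arrays 7 features passed at an adjusted p under 0.05 with ENZA, and ZBTB16 and PDE9A were lowered among them. ZBTB16, a zinc finger repressor, fell by 0.92 on the log2 scale (SE 0.16, adjusted p = 0.0268). Of 39 androgen-induced genes measured, 9 fell and 1 rose with ENZA in LNCaP when adjusted over the list alone, and 0 passed in limma over all features. SLC45A3, a prostate membrane transporter, fell by 0.64 on the log2 scale (SE 0.17, adjusted p = 0.00971 over the list), TMPRSS2, a serine protease, fell by 0.55 and KLK2, a kallikrein, fell by 0.38. As a list these genes fell with ENZA (camera adjusted p = 8.99e-10, adjusted p = 0.286 with an estimated correlation). In ENZA+XRT against XRT alone the list's median was -0.21 (camera adjusted p = 1.03e-09, adjusted p = 0.286 with an estimated correlation), and KLK2 fell by 0.80 (adjusted p = 0.0107 over the list).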

The data generated from the gene expression analysis of C4-2 cells is illustrated as a gene expression heatmap of the DE genes graphically illustrating comparisons assessed using a one-way ANOVA. We demonstrated that there are two gene clusters (ADT + XRT with XRT and ENZA + XRT with ENZA + ADT + XRT). 

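Clustering the 12 irradiated C4-2 arrays on the 10 features given by the F test placed the 6 arrays of ADT+XRT and ENZA+ADT+XRT in one cluster and the 6 of XRT and ENZA+XRT in the other. CYP1A1, CYP1A2, CYP1B1, FBXL5 and TIPARP had higher means in both conditions with ADT than in both without, and SEMA6A had lower means. C1orf116 followed ENZA: its means were 11.29 and 11.26 without ENZA and 10.41 and 10.60 with it (log2, n = 3 each). Complete and average linkage on Euclidean distances gave the same 2 clusters, as did the features that the 2 arrays exchanged or the 3 arrays reassigned give.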

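C1orf116, an androgen-induced gene, fell with ENZA over all C4-2 arrays by 0.66 on the log2 scale (SE 0.10, adjusted p = 0.00273), and PMEPA1, a negative regulator of TGF-beta signalling that androgen induces, fell by 0.76 (SE 0.15, adjusted p = 0.0247). Under radiation PMEPA1 was 9.73 ± 0.12 with XRT, 9.24 ± 0.32 with ADT+XRT, 8.69 ± 0.21 with ENZA+XRT and 8.47 ± 0.14 with ENZA+ADT+XRT (log2, SD, n = 3 each). In all, ENZA lowered 14 features in C4-2 at an adjusted p under 0.05 and raised 0 (1065 features at an unadjusted p under 0.05 in limma). They include GREB1, a coregulator of hormone receptors (-0.54, SE 0.10), TXNIP, an inhibitor of glucose uptake (-0.56), and THBS1, thrombospondin 1 (-0.74). Of the 39 androgen-induced genes, a list without C1orf116 and PMEPA1, 7 fell when adjusted over the list alone and 0 over all features, among them SLC45A3 (-0.76, SE 0.17), TMPRSS2 (-0.72) and MAK, a kinase (-0.58). The list fell with ENZA (camera adjusted p = 2.65e-17, adjusted p = 0.0579 with an estimated correlation) and in ENZA+XRT against XRT (adjusted p = 5.95e-11, adjusted p = 0.231 with an estimated correlation). In the F test over the irradiated contrasts C1orf116 had an adjusted p = 0.148, 0.0344 with the replicate number as a block. PMEPA1 had an adjusted p = 0.466 and did not reach an unadjusted p under 0.0001. It did with the 2 LNCaP arrays exchanged, since the spread of each feature is taken over both lines.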

Decreased levels of expression of *C1 or f116, NKX3-1*, and *PMEPA1* genes were identified in ENZA ± ADT in combination with XRT condition compared to XRT ± ADT. Furthermore, ENZA + ADT treatment resulted an increase in the radiation response through downregulation of *PFKFB3, TRIB2*, and *SEMA6A* as well as the upregulation of *CYP1B1* and *TIPARP* (Supplementary Fig. S2) in C4-2 cells.

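TRIB2, a pseudokinase, fell with ENZA+ADT+XRT by 1.34 on the log2 scale in C4-2 (SE 0.20, adjusted p = 0.00114), from 7.87 ± 0.33 with XRT to 6.54 ± 0.24 (SD, n = 3 each). PFKFB3, which makes an activator of glycolysis, had a log2 fold change of -0.64 (SE 0.16) and SEMA6A, a semaphorin, -0.60 (SE 0.17). CYP1B1 had 0.80 (SE 0.25) and TIPARP 0.85 (SE 0.20). With ADT+XRT, without ENZA, PFKFB3 had -0.61, SEMA6A -0.56, CYP1B1 0.65 and TIPARP 0.74. With ENZA+XRT they had -0.12, 0.15, -0.51 and 0.02. Over irradiated and other C4-2 arrays together, ADT lowered PFKFB3 (-0.45, adjusted p = 0.00437) and SEMA6A (-0.51, adjusted p = 0.00149) and raised TIPARP (0.77, adjusted p = 1.48e-05). In all, ADT raised 13 and lowered 7 features in C4-2 at an adjusted p under 0.05. ID1, an inhibitor of differentiation, fell by 1.39 (SE 0.24, adjusted p = 0.00439), and RGS2, a regulator of G protein signalling, rose by a log2 fold change of 0.59 (SE 0.10). The F test over the irradiated contrasts gave SEMA6A an adjusted p = 0.134, 0.0473 with the replicate number as a block. PFKFB3 had an adjusted p = 0.304, 0.0207 with the replicate number as a block. TIPARP had an adjusted p = 0.134, 0.00181 with the replicate number as a block, and CYP1B1 an adjusted p = 0.0913, 0.0138 with the replicate number as a block. PFKFB3 reached an unadjusted p under 0.0001 with that block, with the 2 LNCaP arrays exchanged and with the 3 reassigned.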

### Differentially expressed genes and KEGG annotation analysis with the addition of ENZA with or without ADT to XRT in hormone-sensitive and hormone-resistant PCa cell lines

The microarrays expression of ~27,000 genes after a cut off *p*-value < 0.0001 was applied. The most significant DE genes when the treatment included ENZA in addition to XRT relative to XRT alone were *LAT, ZMIZ1, INSL6,* and *OSBPL10* in LNCaP cells as well as *TRIB2, AAK1, FEZF2, OR4P4,* and *ADRB2* in C4-2 cells. Furthermore, we also identified genes that were significantly differentially expressed relative to XRT in ADT + XRT (Supplementary Tables S1 and 2) and ENZA + ADT + XRT in both LNCaP and C4-2 cells (Supplementary Tables S3 and 4). 

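In LNCaP, ENZA+XRT against XRT alone gave the smallest unadjusted p to ZMIZ1 (log2 fold change -0.72, SE 0.14, adjusted p = 0.168, 0.0222 with the replicate number as a block). TARP, a transcript of the T cell receptor gamma locus that androgen induces in prostate cells, ranked next (-1.05, SE 0.21, adjusted p = 0.168), followed by INSL6, an insulin-like peptide (adjusted p = 0.168, 0.0498 with the replicate number as a block). OSBPL10 had an adjusted p = 0.332, and LAT an adjusted p = 0.798. In C4-2, TRIB2 ranked first (-1.05, SE 0.20, adjusted p = 0.18, 0.00063 with the replicate number as a block). AAK1, a kinase of endocytosis, had -0.54 (SE 0.11, adjusted p = 0.227), and FEZF2, a neural transcription factor, 0.80 (SE 0.18, adjusted p = 0.375). OR4P4, an olfactory receptor, had 0.60 (SE 0.14) but stayed below the 95th percentile of the negative control features. At an adjusted p under 0.05, 0 features passed in either line (1014 in LNCaP and 846 in C4-2 at an unadjusted p under 0.05 in limma), and with the replicate number as a block 6 and 2 did. With the 2 arrays exchanged LAT ranked first in LNCaP, with a log2 fold change of 1.04 (adjusted p = 0.124).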

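ADT+XRT against XRT alone changed 3 features in LNCaP at an adjusted p under 0.05: PTPRN2 rose, and INSL6 and MMEL1 fell. INSL6 had a log2 fold change of -0.83 (SE 0.16, adjusted p = 0.0474), at levels below the 95th percentile of the negative control features. In C4-2 3 features rose: CYP1A1, by a log2 fold change of 2.42 (SE 0.36, adjusted p = 0.00203), CYP1A2 and FBXL5. ENZA+ADT+XRT changed 1 feature in LNCaP and 3 in C4-2. Among the latter CYP1A1 rose by a log2 fold change of 2.50 (SE 0.36, adjusted p = 0.00103), and TRIB2 fell. With the 2 arrays exchanged, ADT+XRT gave 6 and ENZA+ADT+XRT 3 features in LNCaP. With the 3 reassigned they gave 8 and 9, and with the replicate number as a block 6 and 42. In C4-2 the block gave 5 for ADT+XRT and 28 for ENZA+ADT+XRT. For ADT+XRT in LNCaP 0 passed in limma with an intensity trend and robust prior (1529 at an unadjusted p under 0.05), without moderation (1596) or with only the groups compared (930), and for ENZA+ADT+XRT 0 with the last of these (1375). ADT+XRT gave 2 features in C4-2 with the exchange and 1 with the position set.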

In the non-radiated group, the most significantly DE genes following treatment with ENZA, ADT, and ENZA + ADT in both LNCaP and C4-2 cellsare listed in Supplementary Tables 5–10.

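Without radiation, ENZA against CTR changed 1 feature in LNCaP, a control feature, and 0 in C4-2 at an adjusted p under 0.05 (633 at an unadjusted p under 0.05 in limma). ADT raised CYP1A1 in LNCaP by a log2 fold change of 2.19 (SE 0.36, adjusted p = 0.00696). The other 2 of its 3 features are control features. ENZA+ADT raised CYP1A1 in LNCaP by 2.09 (adjusted p = 0.0167, 0.0827 with the 2 arrays exchanged). In C4-2 ADT raised CYP1A1, CYP1A2 and FBXL5, and ENZA+ADT raised the same 3 genes. For ENZA+ADT in C4-2 the log2 fold change was 0.73 for FBXL5 (SE 0.11, adjusted p = 0.00229) and 3.13 for CYP1A2 (SE 0.57, adjusted p = 0.0268). Once the replicate number was a block, ENZA, ADT and ENZA+ADT changed 2, 11 and 25 features in LNCaP and 0 (980 at an unadjusted p under 0.05 in limma), 9 and 13 in C4-2. At the looser limit of an unadjusted p under 0.01, ENZA, ADT and ENZA+ADT gave 371, 398 and 347 features in LNCaP and 105, 137 and 173 in C4-2. If no feature changed and p were uniform, 271.89 are expected. Other splits of the same arrays gave medians of 434, 505 and 354 in LNCaP and 127, 105 and 127 in C4-2.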

Regarding the cells treated with ENZA, ADT and XRT, 4 out of the 16 genes (*NAPE-PLD, ZBTB16, LBH*, and *TANK*) are associated with known KEGG pathways in LNCaP cells. *TANK* is involved in KEGG immune-related pathways and *NAPE-PLD, ZBTB16, LBH* are known to be part of metabolic pathways. In addition, the 2 most upregulated genes (*DUSP19* and *OSBPL10*) have immune and metabolic functions. 

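In LNCaP with ENZA+ADT+XRT, DUSP19, a dual-specificity phosphatase, was 5.18 ± 0.16 against 4.16 ± 0.23 with XRT, the latter below the 95th percentile of the negative control features (log2, SD, n = 3 each). Its log2 fold change was 1.02 (SE 0.23, adjusted p = 0.165, 0.0227 with the replicate number as a block and 0.0376 with the 3 arrays reassigned), and for OSBPL10 the contrast had an adjusted p = 0.144, 0.0155 with the replicate number as a block. TANK, a regulator of NF-kappa B and interferon signalling, had 0.55 (SE 0.11, adjusted p = 0.101, 0.00716 with the replicate number as a block), and NAPEPLD, which makes N-acylethanolamines, 0.70 (SE 0.18, adjusted p = 0.269, 0.0376 with the 3 arrays reassigned). ZBTB16 was 6.25 ± 0.72 with ENZA+ADT+XRT and 7.75 ± 0.43 with XRT (SE of the difference 0.32, adjusted p = 0.144, 0.0382 with the replicate number as a block and 0.0376 with the 3 arrays reassigned). LBH, a transcription cofactor, had -0.70 (SE 0.17, adjusted p = 0.207) at levels below the 95th percentile of the negative control features.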

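CYP1A1 and CYP1A2 encode cytochrome P450 enzymes that the aryl hydrocarbon receptor induces. In C4-2, CYP1A1 was 6.96 ± 0.27 with XRT, 7.53 ± 0.34 with ENZA+XRT, 9.37 ± 0.19 with ADT+XRT and 9.45 ± 0.14 with ENZA+ADT+XRT (log2, SD, n = 3 each). CYP1A2 was 6.46 ± 0.35, 6.94 ± 0.49, 9.56 ± 0.18 and 9.36 ± 0.21 in the same order. Over all C4-2 arrays ADT raised CYP1A2 by a log2 fold change of 2.84 (SE 0.28, adjusted p = 4.73e-08) and CYP1A1 by 2.14 (SE 0.18, adjusted p = 1.29e-09), the smallest p of that effect. Every C4-2 array with ADT had more CYP1A1 (9.16 to 9.97) than every array without (6.66 to 8.34, n = 12 each). In the F test over the irradiated contrasts the adjusted p was 0.000159 for CYP1A1 and 0.00575 for CYP1A2. The 2 genes are close relatives, and their features may share signal.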

Analysis of gene expression in C4-2 cells revealed that the *CYP1A1* and *CYP1A2* are the most upregulated genes. These two genes were previously reported to be induced by ENZA treatment^15^. Our results demonstrated that their expression is upregulated by ENZA under no irradiated conditions as well.

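Without radiation, the log2 fold change of CYP1A1 with ENZA against CTR was 0.64 in C4-2 (SE 0.36, adjusted p = 1), and that of CYP1A2 was 0.47 (SE 0.57, adjusted p = 1). With ADT that of CYP1A1 was 2.50 (adjusted p = 0.000502). Over all C4-2 arrays the effect of ENZA on CYP1A1 was 0.29 (SE 0.18, adjusted p = 1). In LNCaP, ENZA against CTR gave 1.13 for CYP1A1 (SE 0.36, adjusted p = 0.55) and 0.90 for CYP1A2. These values include the array labelled ENZA replicate 2, whose radiation genes run against its label. With the 2 arrays exchanged they were 0.65 and -0.15, and with the 3 arrays reassigned 0.65 and -0.15. ADT raised both genes over all LNCaP arrays: CYP1A1 by a log2 fold change of 1.57 (SE 0.18, adjusted p = 5.54e-06) and CYP1A2 by 1.76 (SE 0.28, adjusted p = 0.00497).

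**Figure D2:**
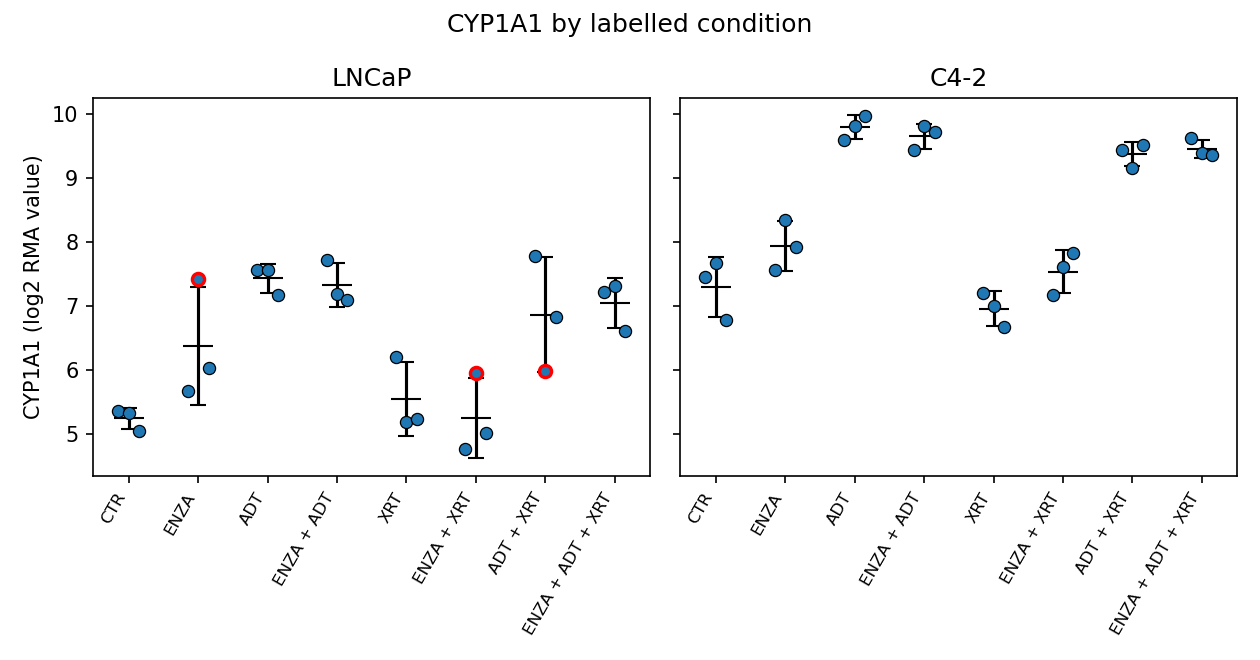
Log2 RMA level of CYP1A1 (y axis) in each condition (x axis) of LNCaP and C4-2, where points are arrays (n = 3 per condition), bars the mean ± SD, and red rings mark the 3 LNCaP arrays whose labels are in doubt. The 12 C4-2 arrays with ADT, from 9.16 to 9.97, lie above the 12 without.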

### Venn diagram illustrating the overlap between the three conditions in hormone-sensitive and hormone-resistant PCa cell lines in comparison to radiation

The total number of genes in each condition was 27189. The Venn diagram demonstrated that the number of significantly different DE genes in LNCaP cells (166 genes: 80 up-regulated and 86 down-regulated) was much greater than C4-2 cells (80 genes: 45 up-regulated and 35 down-regulated). 

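Counting each feature once per contrast with XRT, 1019 calls at an unadjusted p under 0.01 were made in LNCaP, 537 up and 482 down, and 548 in C4-2, 324 up and 224 down. The contrasts of ENZA+XRT, ADT+XRT and ENZA+ADT+XRT gave 219, 388 and 412 in LNCaP and 171, 150 and 227 in C4-2. They cover 875 features in LNCaP and 470 in C4-2. Among the features called in all 3 contrasts in LNCaP were the androgen-induced genes SLC45A3 (log2 fold changes of -1.01 with ADT+XRT and -1.38 with ENZA+ADT+XRT) and KLK2, and in C4-2 the kinesin KIF5C (-0.49 with ENZA+XRT, -0.56 with ADT+XRT and -0.46 with ENZA+ADT+XRT). At an unadjusted p under 0.001 the calls were 161 in LNCaP (77 up, 84 down) and 87 in C4-2 (48 up, 39 down). The order of the lines turned at an unadjusted p under 0.01 with only the groups compared in each fit. The calls were then 545 in LNCaP and 755 in C4-2, and covered 490 and 646 features. Cyclic loess turned the majority at that limit to calls down: 475 up and 564 down in LNCaP and 253 and 281 in C4-2.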

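At an unadjusted p under 0.01, 147 features in LNCaP were called in the contrast of ENZA+XRT with XRT alone and in no other, 298 in that of ADT+XRT and 305 in that of ENZA+ADT+XRT. In C4-2 these were 121, 111 and 167. TARP in LNCaP and FEZF2 in C4-2 had such a call for ENZA+XRT. At an unadjusted p under 0.001 the counts were 22, 40 and 61 in LNCaP and 21, 7 and 25 in C4-2. With the replicate number as a block, they were 243, 470 and 591 in LNCaP at the looser limit.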

The Venn diagram also showed 17, 41, 60 genes in LNCaP cells and 21, 6, 23 genes in C4-2 cells that were deregulated (cut off *P*-value < 0.01) by ENZA + XRT, ADT + XRT, and ENZA + ADT + XRT treatments, respectively. 

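In LNCaP, 19 features were called in all 3 contrasts with XRT at an unadjusted p under 0.01. INSL6 was called down, and kept the call in all 3 at an unadjusted p under 0.001, as 2 features did. INSL6 had log2 fold changes of -0.77, -0.83 and -0.60 for ENZA, ADT and both (SE 0.16). Its F test gave an adjusted p = 0.066, 0.0215 with the replicate number as a block and 0.0287 with the 3 arrays reassigned. Its level was 4.28 ± 0.19 with XRT (log2, SD, n = 3), below the 95th percentile of the negative control features. In C4-2, 7 features were called in all 3, and NOD1 and TRIB2 kept the call at an unadjusted p under 0.001. NOD1, a sensor of bacterial peptidoglycan, was 4.53 ± 0.43 with XRT and 5.19 ± 0.22 with ENZA+ADT+XRT, with log2 fold changes of 0.56, 0.63 and 0.67 (SE 0.15, F test adjusted p = 0.349). TRIB2 had -0.84 with ADT+XRT. The 3 contrasts share their XRT arrays, which alone makes features pass in several. In 100 simulations without any change, with lists as long as those seen, a mean of 11.4 features passed in all 3 in LNCaP (highest 22) and 4.76 in C4-2 (highest 11), and the counts seen lie within both ranges. After the exchange of the 2 arrays, 28 features in LNCaP lie above the highest of 21, and with the 3 reassigned 20 do not exceed the highest of 20. A replicate block in data and simulation alike left 48 in LNCaP above the highest of 46 (86 and 49 after the exchange, 58 and 48 with the 3 reassigned) and 17 in C4-2 below the highest of 21. These simulations were chosen after the values had been seen. They drew each feature independently, so their ranges may be too narrow to place a count above chance.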

Only 0.016% (2/118: *NKX3-1* (down-regulated), *INSL6* (down-regulated)) of the genes in LNCaP and 0.04% (2/50: *NOD1* (up-regulated), *TRIB2* (down-regulated)) of the genes in C4-2 cells were common among all three treatment conditions (Supplementary Fig. S3). Furthermore, the number of common genes between different treatment conditions in LNCaP and C4-2 cell lines is as follow: ENZA + XRT/ADT + XRT (LNCaP = 4, C4-2 = 0), ENZA + XRT/ENZA + ADT + XRT (LNCaP = 8, C4-2 = 5), and ADT + XRT/ENZA + ADT + XRT (LNCaP = 9, C4-2 = 7).

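Pairs of contrasts shared more calls in LNCaP than in C4-2 in the fit to all 48 arrays. The limit was an unadjusted p under 0.01, and features in all 3 are included. ENZA+XRT and ADT+XRT shared 37 features in LNCaP and 18 in C4-2. ENZA+XRT and ENZA+ADT+XRT shared 54 and 39, and ADT+XRT and ENZA+ADT+XRT shared 72 and 28, all with the same sign. OSBPL10 and SLC45A3 in LNCaP and TRIB2 in C4-2 are in each of these overlaps of their line. Independent lists with as many features up and down would share 1.57, 1.66 and 2.95 features of the same sign in LNCaP. In C4-2 they would share 0.493, 0.738 and 0.64 of the same sign. With the shared XRT arrays and no change, 100 simulations with lists as long as these, a test chosen after the values had been seen, shared means of 34.8, 36 and 53.1 features in LNCaP and at most 48, 48 and 70. With the labels the first LNCaP overlap lies within that range and the other 2 above it. In C4-2 the means were 16.6, 21 and 19.5 and the highest 25, 31 and 29, so that with the labels only ENZA+XRT and ENZA+ADT+XRT shared more. With the 3 arrays reassigned, ADT+XRT and ENZA+ADT+XRT also did in C4-2 (32, highest 28), as they did when the replicate number was a block (72, highest 62). The first LNCaP overlap lay above the range only when the 2 arrays were exchanged and the replicate number was a block (121, highest 109). The simulations drew each feature independently, while features of real arrays vary together. Their ranges may thus be too narrow to place an overlap above chance. With only the groups compared in each fit the order of the lines turned. Features in all 3 contrasts were then 6 in LNCaP and 11 in C4-2. In the order above, the pairs shared 7, 24 and 12 further features in LNCaP and 16, 33 and 38 in C4-2.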

### Validation of microarray data by real-time quantitative RT-PCR

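Several genes had their largest array difference in 1 contrast. KBTBD2, an adaptor of a ubiquitin ligase, was 5.93 ± 0.43 in LNCaP with XRT and 6.72 ± 0.10 with ADT+XRT (log2, SD, n = 3 each), a log2 fold change of 0.79 (SE 0.17, adjusted p = 0.167, 0.0319 with the replicate number as a block). With ENZA+XRT it was 0.71 and with ENZA+ADT+XRT 0.55. TRAF5, an adaptor of TNF receptor signalling, had -0.95 with ADT against CTR (SE 0.22, adjusted p = 0.278), at a level of 3.39 ± 0.41 below the 95th percentile of the negative control features. TANK had an F test adjusted p = 0.217, 0.0307 with the replicate number as a block over the irradiated LNCaP contrasts, and 0.15 and 0.16 with ENZA+XRT and ADT+XRT. SLC39A5 had 0.07 and -0.35 in these 2 contrasts, with an F test adjusted p = 0.066, 0.0256 with the replicate number as a block. CYP1A2 in irradiated LNCaP cells was 5.15 ± 0.49 with XRT and 7.15 ± 0.51 with ENZA+ADT+XRT, a log2 fold change of 2.01 (SE 0.57, F test adjusted p = 0.365, 0.00894 with the 3 arrays reassigned).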

To confirm the microarray data, we selected 13 DE (the genes involved in immune-related pathways such as *LAT*^16^*, NKX3-1*^17^*, ZMIZ1*^18^*, TANK*^19^*, SPDEF*^20^, and *TRAF5*^21^, as well as the genes involved in metabolic-related pathways such as *CYP1A1*^22^*, CYP1A2,, PTPRN2*^23^*, OSBPL10*^24^*, KBTBD2*^25^*, SLC39A5*^26^, and *PDE9A*) genes from different treatment conditions and tested their expression using quantitative RT-PCR (qRT-PCR). The qRT-PCR analysis confirmed the differential expression of 9 out of 13 (69%) selected genes in the same direction predicted by the microarray analysis. These genes include *LAT, PTPRN2, NKX3-1, PDE9A, ZMIZ1, CYP1A1, CYP1A2, TANK* and *TRAF5* (Fig. 1).

**Figure 1:**
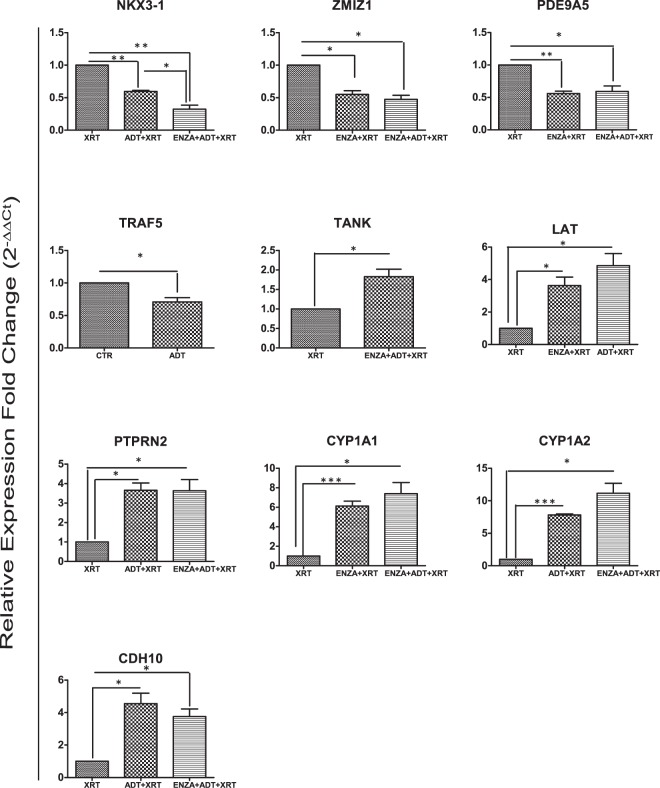
Validation by RT-qPCR of the microarray data. A set of up-regulated and down-regulated genes in LNCaP and C4-2 cells was analysed by RT-qPCR to validate the microarray data. All the RT-qPCR results were normalized to the expression level of GAPDH in each sample. The experiment was repeated three times and the results are presented as the mean ± SE. The level of significance in the statistical analysis is indicated as (*)*p*-value < 0.05, (**)*p*-value < 0.01, (***)*p*-value < 0.001 using two-tailed test. N = 3.

### Analysis of the associations between candidate genes and risk of recurrence

To evaluate the clinical significance of the candidate genes detected by one-way ANOVA analysis, we used The Cancer Genome Atlas Prostate Adenocarcinoma (TCGA PRAD) (n = 438) as our primary source of clinical information. In this database, 12.6% of patients received radiation therapy and 87.4% did not receive radiation therapy. We performed a univariate Cox proportional hazards survival model and found that the expression of a set of 10 genes was associated with time to recurrence (p < 0.05 without any correction for multiple testing). Figure 2 shows forest plot of the hazard ratio (HR) and confidence interval (CI) for each significant gene for patients treated with and without radiation. The radiation group did not reach the significance, perhaps due to low power (56 patients). The expression of the *KBTBD2* genes was associated with a HR for recurrence of 1.50 (P = 3.1 × 10^−4^) and for *PTPRN2* with an HR of 0.7 (P = 3.5 × 10^−2^) (Supplementary Table 11). The density plot showed the same distribution of all the genes in radiated and non-radiated groups (Supplementary Fig. S5). We also performed a multivariate Coxph model with ten significant genes and radiation status as a covariate. In the multivariate model, we found that only three of the genes that showed univariate significance (*SLC39A5, OSBPL10, and SLC16A6*) remained associated with survival which implies that only these three genes have independent effects on survival. Moreover, we identified that the interaction amongst the most significant genes (*SLC39A5, OSBPL10*, and *SLC16A6)* from the multivariate model with radiation status was not significant. Furthermore, the Kaplan-Meier curves showed a statistically significant difference between high-and low-gene expression groups in rates of disease-free survival (DFS) (Fig. 3, Supplementary Figs S6 and 7). DFS analysis revealed that patients bearing tumors with the lower expression of the genes (except *PTPRN2*) led to a significantly shorter time until recurrence (P < 0.05). Five-year DFS rate of all the candidate genes was shown in Supplementary Table S12. The 10-year survival rate was found to be higher in patients with a higher expression of these genes (Fig. 3).

**Figure 2:**
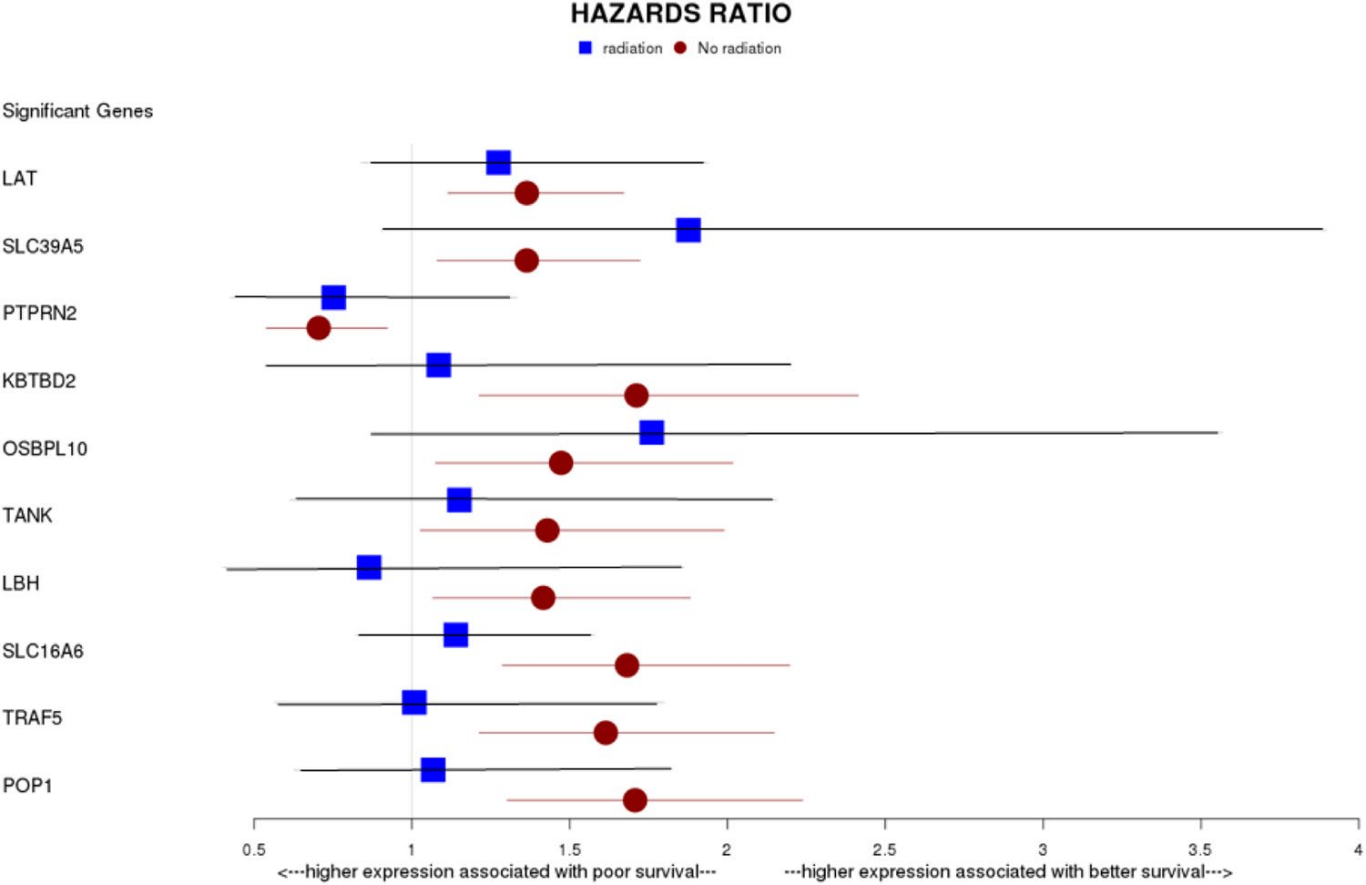
A forest plot of HR and 95% CI of the association between ten candidate genes and recurrence of PCa calculated from the univariate Cox regression analyses. Horizontal lines represent 95% CI. The blue squares and red circles correspond to the HR in radiated and non-radiated groups respectively. CI = confidence interval, HR = Hazard ratio.

**Figure 3:**
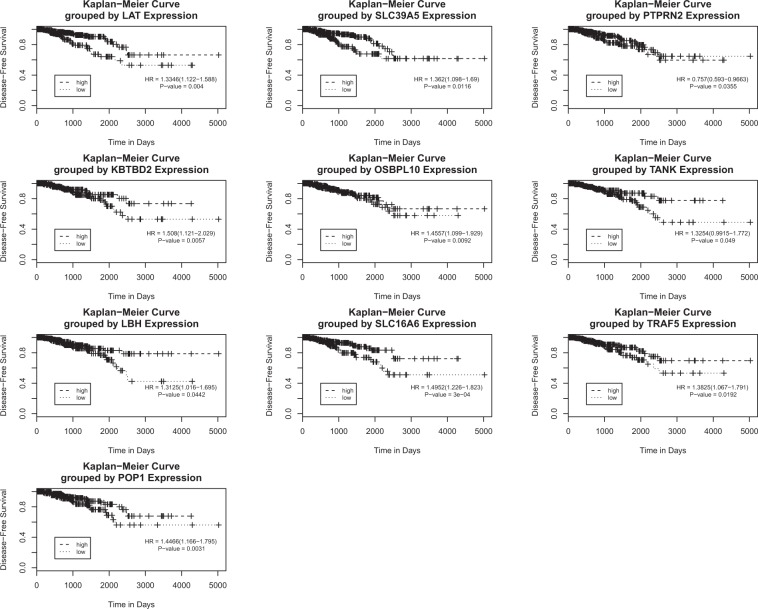
Kaplan–Meier disease free survival (DFS) curves. Kaplan-Meier curve compares the DFS in patients with high (above mean) and low (below mean) expression of the candidate genes, analysed from TCGA PRAD database (n = 438). The survival curves were compared using the log-rank test.

### Expression levels of the ten candidate genes in human PCa patients

To examine the expression level of the candidate genes in human PCa tumors, we analysed RNA-Seq data from the TCGA PRAD dataset and microarray data from GSE25136 dataset. Both data sets contain log2-transformed FPKM (fragments per Kilobase million) values of all the genes. The expression of the top 10 candidate genes is summarized by two box plots from TCGA-PRAD and GSE25136 databases (Supplementary Fig. S8). The expression profile for the 10 genes selected based on the univariate Cox model results is different in the RNA sequencing data from the expression data derived from the Affymetrix array. The comparative analysis using TCGA database revealed *LAT* and *SLC39A5* mRNA had the lowest FPKM value among all the candidate genes, while *PTPRN2* expression had the highest of the other candidate genes with a median log2 FPKM value of about 6. The *PTPRN2* gene had a smaller effect size of recurrence compared to *LAT* and *SCLC39A5* genes. These results revealed that there is a reverse relationship between the HR of tumour recurrence and the expression level of *PTPRN2*, *LAT* and *SLC39A5* genes.

### The effects of the expression of candidate genes on recurrence

In the second PCa dataset (GSE25136), although time to recurrence was not available, a yes/no variable was available for recurrence. We tested whether the expression was different between these 2 datasets (TCGA PRAD, GSE25136). Linear regression analysis was used to test the effects of expression of the candidate genes on recurrence. According to the GSE25136 dataset, genes (including *AAK1, CYP1B1, NKX3-1, PTPRN2, TGF1,* and *TRIB2*) showed a different effect size of recurrence (*p* < 0.05 without any correction for multiple testing) (Table 5). The *PTPRN2* gene was common to both datasets with HR of 0.75 as well as −0.345 in the TCGA PRAD and GSE25136 datasets respectively. These results highlight the importance of the *PTPRN2* gene in evaluating the recurrence risk.

**Table 5:** Simple linear regression models showing the association of the variables with recurrence status using GSE25136.

Gene	Estimate	*P*-Value
*AAK1*	−0.4066	0.008166
*CYP1B1*	0.1428	0.04047
*NKX3-1*	0.9468	0.001266
*PTPRN2*	−0.345	0.01773
*TGIF1*	0.2587	0.01104
*TRIB2*	0.2482	0.005419

## Discussion

For decades, XRT has been used therapeutically to treat localized PCa. However, some patients treated with XRT experience biochemical recurrence within 10 years. Although ADT in combination with XRT increases overall survival in localized PCa, the disease progresses to CRPC due to the continued AR signalling pathway. We demonstrated that a profound AR inhibitor, ENZA, enhances the effect of XRT in both hormone-sensitive and hormone-resistant PCa disease^10^. Gene expression profiling is a valuable tool to elucidate the biomarkers of radiosensitivity in order to predict treatment response. These biomarkers would predict tumor response to radiotherapy and would identify subgroup(s) of patients that would not respond, thereby offering different treatment options^11^.

In this study, we demonstrate that ENZA alone or in combination with ADT increases radiosensitivity through immune and inflammation-related pathways in LNCaP cells, and through metabolic-related pathways in C4-2 cells. The Kaplan–Meier curve reveals that the low expression of the candidate genes in patients with PCa exhibit an earlier onset of tumor progression and recurrence compared with a the high expression of these genes in patients.

One-way ANOVA and KEGG annotations were performed to identify a radiosensitive gene signature induced by ENZA ± ADT in the PCa cells, and to clarify the biological pathways that play important roles in the regulation of radiosensitivity. The gene expression data were subjected to a one-way ANOVA analysis for each treatment condition (ENZA + XRT, ADT + XRT, ENZA + ADT + XRT).

We identified the most significant DE genes, *NKX3-1, ZMIZ1, SPDEF, PDE9A, LAT, PTPRN2*, and *OSBPL10* in LNCaP, and *CYP1A1* and *CYP1A2* in C4-2 cell lines.

*ZMIZ1* is an AR co-activator which enhances AR-mediated transcription^27,28^. The study by Peng and colleagues suggested that the inhibition of *ZMIZ1* reduced the growth of a human PCa cell line^29^. *ZMIZ1* is also a candidate oncogene in non-melanoma skin cancer. *ZMIZ1* is overexpressed in breast, ovarian, and colon cancers, and in human cutaneous squamous cell carcinoma^30^. It was reported previously that *ZMIZ1*, in collaboration with NOTCH1, induce T-cell acute lymphoblastic leukemia (T-ALL) in mice. *ZMIZ1* inhibition slows the growth of leukemic cells and increases their sensitivity to corticosteroids and NOTCH inhibitors^31^.

Zhang and colleagues reported that the androgen analog R1881 increased *NKX3.1* mRNA (a transcription factor expressed in epithelial cells of the prostate), and that the AR antagonist flutamide decreased *NKX3.1* mRNA in LNCaP cells^32^. *NKX3.1* was shown to inhibit estrogen receptor signaling in murine models of breast cancer^33^. *SPDEF*, a SAM pointed domain containing the ETS transcription factor, is up-regulated by androgen treatment and down-regulated by either the knockdown of AR or by treatment with bicalutamide^34,35^. Furthermore, the overexpression of *SPDEF* increases breast cancer progression^36^.

Dihydrotestosterone (DHT) increases the expression of *PDE9A*, a member of the cyclic nucleotide phosphodiesterase (PDE) family, in LNCaP cells^37^. *PDE9A* is also the main regulator of basal cyclic guanosine monophosphate (cGMP) levels in human breast cancer cells^38^. *PTPRN2*, an EMT-related (epithelial-mesenchymal transition) gene, is significantly higher in circulating tumor cells of CRPC patients than those of castration-sensitive patients^39^. Moreover, *PTPRN2* induces metastatic breast cancer cell migration through PI (4,5) P_2_‐dependent actin remodeling^40^. Dmitriev and colleagues identified *OSBPL10* as a biomarker of PCa. *OSBPL10* plays a key role in the maintenance of the body’s cholesterol balance^41^. Dobashi and colleagues reported *a* point mutation in the *OSBPL10* gene can be a prognostic indicator for diffuse large B-cell lymphoma^42^. *LAT*, a linker for the activation of T-cells, is a 36-Kd transmembrane protein that becomes rapidly tyrosine-phosphorylated by ZAP-70/Syk protein tyrosine kinases following activation of the T-cell antigen receptor (TCR) signal transduction pathway^16,43–45^. Sanada and colleagues reported DHT suppressed 3-methylcholanthrene (3MC)-induced transcription of CYP1 family (*CYP1A1, CYP1A2, CYP1B1*) in LNCaP cells^46^. Our data confirmed that the treatment of prostate cancer cells with ENZA enhances the effect of radiation through down-regulation of *NKX3-1*, *ZMIZ1*, *SPDEF* and *PDE9A* genes and up-regulation of *LAT*, *PTPRN2* and *OSBPL10* genes in LNCaP cells, as well as up-regulation of *CYP1B1* genes in C4-2 cells.

Furthermore, the KEGG annotation for the DE genes from one-way ANOVA revealed that overexpression of *LAT* following combination therapy induced radiosensitization of LNCaP cells though enhanced inflammation and immunity pathways. Such pathways include the Fc epsilon RI signalling pathway, Fc gamma R-mediated phagocytosis, Th1 and Th2 cell differentiation, NF-kappa B signalling pathway, T cell receptor signalling pathway and Th17 cell differentiation pathways. Androgen/AR exerts suppressive effects on T cell proliferation and modulates the balance of Th1 and Th2 responses^47–49^. In adaptive immunity, androgen/AR suppresses the development and activation of T and B cells^47^ and also inhibits Th17 differentiation^50–52^. Removal of such suppression by AR inhibition causes an enlarged thymus gland and extreme export of immature B cells^47^. The immunogenic modulation property of ENZA increases the sensitivity of PCa cells to T cell-mediated lysis, and this immunogenic modulation is dependent on AR^53,54^. ADT enhances Th1 differentiation of CD4 T cells and CD4-mediated immune responses by down-regulating the Ptpn1 gene, a direct target of AR, in PCa patients^51^. Moreover, ADT increases the infiltration of T cells into benign glands and tumor sites in human prostates^55^.

All these observations, taken together, strongly support the idea that AR inhibition by ENZA enhances the effect of radiation through immunity-related genes in hormone-sensitive PCa cells. In C4-2 cells, the most up-regulated genes (*CYP1A1*, *CYP1A2* and *CYP1B1*) are involved in steroid hormone biosynthesis and metabolism of xenobiotics by cytochrome P450 Weiss *et al*. also reported that ENZA induced the mRNA expression level of *CYP1A1* and *CYP1A2*^15^. These two genes were also found to be up-regulated in non-radiated controls, thus suggesting the modulation of expression of these two genes is not specific to the radiation response.

Importantly, we were able to validate most of the DE expressed genes (9 out of 13 genes) derived from microarray analysis by performing quantitative qRT-PCR. These DE genes are involved in immune pathways (e.g. *LAT, TANK*, and *TRAF5*) and metabolic pathways (e.g. *CYP1A1, CYP1A2*). Overall agreement of the qRT-PCR data with the microarray data was almost 69% (Fig. 1). The four (4/13) other genes showed a trend to significant differential expression with qRT-PCR (Supplementary Fig. S4).

As recurrence of localised PCa following treatment can lead to mCRPC, there is a critical need for the identification of reliable prognostic biomarkers to predict cancer recurrence following treatment of localized PCa. This led us to perform a univariate Cox proportional hazards survival model using the R package called ‘survival,’ and searching for association between expressions of each of the identified 55 candidate genes and the time to recurrence. We found a correlation between the expression of ten genes (10 out of 55 genes) and time to recurrence.

Furthermore, the effect size of recurrence in the non-radiated group compared to the radiated group was larger, which resulted in a stronger effect on DFS in these cohorts. This may be due to the small sample size in the radiated group (n = 56) versus the non-radiated group (n = 382). Furthermore, our density plot revealed a similar expression of all the genes in both groups. However, a multivariate Cox regression model of the entire cohorts, not only the under sized radiated subset, revealed that *SLC39A5, OSBPL10, SLC16A6* have a significant independent effect on survival. In conclusion, our results demonstrated that these three genes separately or together correlate with overall survival in patients with PCa.

Furthermore, by using the gene expression data and clinical data from patient cohorts (TCGA PRAD database) we have shown that the low expression of candidate genes (including *LAT*, *SLC39A5*, *KBTBD2*, *OSBPL10*, *LBH*, *SLC16A6*, *TANK*, *TRAF5* and, *POP1* genes) correlated with disease recurrence and poor patient prognosis. To confirm this, we separated patients into two groups according to high and low gene expression level and then subjected them to Kaplan-Meier analysis.

As shown in Fig. 3, the two groups of patients had significantly different times to recurrence. We found that low expressed genes (except *PTPRN2*) were associated with worse DFS as indicated by the presence of biochemical recurrence (rising PSA levels following local therapy) or radiological tumor recurrence/metastasis^56^. The 5-Year DFS was less in the low expression gene group than in the highly expressed gene group (Supplementary Table S12). Kaplan–Meier analysis demonstrated a complete separation of the curves between high and low expression of the *LAT*, *KBTBD2*, *TANK*, *LBH*, *SLC16A6* and *TRAF5* genes. Furthermore, the GSE25136 database revealed the effect of seven candidate genes including *AAK1*, *CYP1B1*, *NKX3-1*, *PTPRN2*, *TGF1* and *TRIB2* on the risk of recurrence. Among these candidate genes, *PTPRN2* was common between the two clinical datasets. As defined by the Gene Ontology Consortium, *PTPRN2* gene is involved in androgen receptor activity in PCa patients (Table 5). Lastly, we observed an inverse relationship between the expression of *PTPRN2*, *LAT* and *SLC39A5* genes and HR of tumour recurrence from the TCGA PRAD dataset. The significance of these weakly expressed genes and PCa recurrence warrants further investigation from the clinical trials biobank.

Although the present study revealed potential prognostic biomarkers for response to combined AR inhibitor and XRT therapy, it has a limitation. It would have been ideal to compare the effect of the candidate genes on recurrence between irradiated versus non-irradiated prostate cancer patients. Unfortunately, the sample size of irradiated patients (12.6%) was smaller than the non-irradiated, but the density plot analysis of each of the genes revealed similar expression in both groups.

The identification and validation of biomarkers for clinical applications remains an important issue for the purposes of improved diagnostics and therapeutic in many diseases, including PCa. Via gene expression profiles, we identified potential predictive biomarkers that correlate with clinical outcome. Currently, ENZA is an FDA approved drug for mCRPC. Our previously published data demonstrated its efficacy in modulating response to radiotherapy in both hormone-sensitive and hormone-resistant prostate cancer^10^. Those results and the radiosensitivity gene profile documented in this study provide well justified the pre-clinical rationale for clinical trials assessing the combination of ENZA with XRT at an early-stage of PCa than mCRPC. Our study documented strong evidence for the importance of simultaneous treatment with ENZA and XRT which might dramatically change the efficacy of XRT treatment and provide strong justification for assessing the predictive power of the identified markers in a clinical trial.

Overall, the gene signature described above predicted an enhanced radiation response to the combination therapy in our initial experiments^10^. Additionally, these genes are shown to be associated with an improvement in recurrence-free survival in the prostate cancer patients’ cohort of the TCGA. Therefore, these findings deserve further validation of predictive potential of identified markers in a clinical trial which would examine long term survival and efficacy of combined ENZA and XRT treatment in prostate cancer patients displaying identified molecular signature which would be enrolled into the study at an early-stage of PCa progression.

## Materials and Methods

### Reagents and PCa cell lines

Cell culture reagents were obtained from Gibco, Invitrogen (Burlington, Ontario, Canada). Fetal bovine serum (FBS) and charcoal stripped fetal bovine serum (CS-FBS) were obtained from Wisent Inc. (St-Bruno, Canada). ENZA was purchased from Selleckchem Com, (Cedarlane, and Paletta Court, Burlington, Ontario, Canada) and reconstituted in dimethyl sulfoxide (DMSO). LNCaP cells were obtained from ATCC (Manassas, VA) and C4-2 cells were provided by Dr. N. Zoubeidi (The Prostate Center, Vancouver General Hospital, University of British Columbia)^57^. The cells were cultured in RPMI-1640 supplemented with 10% (vol/vol) heat-inactivated fetal bovine serum (iFBS), 50 U/mL of penicillin, and 50 μg/mL of streptomycin. The cells were incubated at 37 °C in 95% air/5% CO_2_ and were tested for mycoplasma contamination using the mycoplasma PCR detection kit (Richmond, Canada) and found to be mycoplasma free. For hormone deficient treatment, ADT, we have used phenol red-free media supplemented with 10% charcoal dextran-treated serum (csFBS).

### Irradiation

LNCaP and C4-2 cell lines were irradiated to 4.0 Gy in a solid water equivalent phantom (sun nuclear corporation, Florida, USA) at the depth of 3 cm using 6 MV energy from a Varian Clinac EX machine **(**Palo Alto, California, United States). The source to phantom distance was 100 cm and the field size was 25 cm × 25 cm at the phantom surface. The dose rate of the machine was verified prior to cell irradiation using a calibrated ionization chamber, and the dose rate at the depth of the irradiated cells was verified independently using Eternal Beam Therapy films (EBT3 films, Ashland, Kentucky, USA) following the film dosimetry protocol established by Devic *et al*.^58^.

### RNA extraction

To study the differential gene expression, LNCaP and C4-2 cells were treated with ENZA (10 μmol/l) ± ADT 2 h before radiation (4 Gy), harvested 4 h later and the total RNA was isolated by the RNeasy Mini Kit (Qiagen, Valencia, CA) according to the manufacturer’s instructions. Experiments were repeated 3 times using newly plated cells for each replicate. RNA concentration and purity for each sample was verified with a Nanodrop ND-1000 spectrophotometer (Nanodrop, Rockland, DE, USA). The ratios of absorbance 260/280 nm and 260/230 nm were ~2 for all the samples, and the RNA concentration was ~500 ng/μL per sample. RNA integrity was determined with an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). RNA Integrity Number (RIN) values close to 10 were obtained, indicative of high quality RNA samples. Pure RNA samples were stored at −80 °C until cDNA libraries were prepared.

### Expression microarray analysis

Sense-strand cDNA was synthesized from 100 ng of total RNA, and fragmentation and labelling were performed to produce ss-cDNA with the GeneChip reagent kit according to manufacturer’s instructions (Thermofisher Scientific-Affymetrix, Waltham, MA USA). After fragmentation and labelling, a 2.8 µg DNA target was hybridized on Clariom Sassay HT, human (Thermofisher Scientific -Affymetrix, Waltham, MA USA) and processed on a Gene Titan instrument (Thermofisher Scientific-Affymetrix, Waltham, MA USA) for hybridization -Wash-Scan automated workflow. For the analysis of the resulting data, several R packages from the bioconductor project (www.bioconductor.org) were used. Affymetrix gene expression microarray data was first background-corrected and normalized via the ‘rma’ method in the bioconductor package ‘oligo’. The RMA method includes background subtraction, normalization with the RMA algorithm and summarization using an approach called median-polish. The expression values are then transformed to the log2 scale. We performed a hierarchical clustering of the samples using the full panel of genes. 

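Over all 27189 features, each of the 48 arrays was nearest to an array of its own cell line (Euclidean distance). The nearest array had the same replicate number for 42 arrays, the same radiation for 40 (44 with the 2 arrays exchanged) and the same condition for 3. In LNCaP the genes of the p53 response separated the arrays by radiation, apart from those labelled ENZA replicate 2 and ENZA+XRT replicate 2. The first division of the LNCaP tree nevertheless set the 8 arrays of replicate 3 apart from the other 16. After each replicate's mean was removed, the nearest array had the same condition for 25 arrays and the same radiation for 45.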

The samples clustered well according to treatment conditions. Annotation for the Affymetrix Clariom S Assay HT for human was provided using the ‘clariomshumanhttranscriptcluster.db’ database provided by bioconductor. We applied two models for identifying genes that were differentially expressed. In model 1, we restricted the analysis to the radiated LNCaP cells.

We compared gene expression between three conditions: ENZA ± ADT in combination with XRT vs. XRT. In model 2 we repeated the same analyses in C4-2 cells. For all models we used the bioconductor package ‘limma’ to identify DE genes. A gene was regarded as being DE if *P-value* < 0.0001. The heatmap of genes from One-way ANOVA differential expression analyses was draw using the function heatmap.2 from the rpackage ‘gplots’. By default the clustering uses the ‘hclust’ function with the Euclidean distance. The microarray data have been submitted to the public functional genomics data repository Gene Expression Omnibus (GEO) under the accession number GSE126881.

### Quantile-quantile plot analysis

We mapped all the *p*-values on Q-Q plot (Supplementary Figs S9 and 10) and we compared what we have seen in our data (observed *p*-values) to what we expect (expected *p*-values)^59^. From our Q-Q plot, there is an elbow or an upward deviation of the observed *p* (black dots) values from the expected *p*-values (diagonal line) especially at the top right corner of the plot, so these genes are behaving differently than what we expect, that why we choose that threshold and that cut off *p*-value < 0.0001. Our sample size was very small, and there were ~27000 genes analyzed. *P*-values reported for each gene were corrected for multiple comparisons using Benjamini & Hochberg (B&H) false discovery rate (FDR)^60^. Due to the small sample size, the adjusted *p*-value was not significant for many of the genes identified, however we have adopted a highly stringent cut-off *p*-value (*p* < 0.0001) for significant changes.

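In irradiated LNCaP cells the smallest adjusted p of the F test was 0.0629, which PTPRN2 and CYP1A1 had. At an unadjusted p under 0.01 the F test gave 392 features in irradiated LNCaP, 431 in LNCaP without radiation, 163 in irradiated C4-2 and 151 in C4-2 without radiation. At an unadjusted p under 0.05 C4-2 had 773 and 672, fewer than the 1359.45 expected if no feature changed and p were uniform, and the median p was 0.645 and 0.629. With the replicate number as a block the counts at an unadjusted p under 0.05 were 1400 and 1404, and 2686 and 2714 in LNCaP. With only the 12 arrays compared in each fit, the counts at an unadjusted p under 0.0001 were 1 in irradiated LNCaP, 11 in irradiated C4-2, 1 in LNCaP without radiation and 6 in C4-2 without radiation.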

### Real-time PCR

The DNase I (Qiagen, Valencia, CA) treated mRNA samples (1 µg) extracted from three independent biological replicates were reverse transcribed to cDNA using Super-Script III reverse transcriptase (Thermo Fisher scientific, Waltham, MA USA). Gene-specific primer pairs were designed using the NCBI Primer-BLAST tool (Supplementary Table S13). Amplification of the selected genes was performed using Applied Biosystems 7500 SYBR Green detection chemistry according to the manufacturer’s instructions. PCR amplification was preceded by incubation of the mixture for 60 s at 95 °C, and the amplification step consisted of 40–45 cycles. Denaturation was performed for 15 s at 95 °C, annealing was performed at 60 °C for 10 s, and extension was performed at 60 °C for 30 s, with fluorescence detection at 72 °C after each cycle. After the final cycle, a melting point analysis of all samples was performed within the range of 60 °C–95 °C with continuous fluorescence detection. qRT-PCR data were obtained from three independent experiments. The relative ratio of the threshold cycle (Ct) values between the endogenous controls (*GAPDH, ACTB*) and the specific gene was calculated for each sample. The validation procedure was performed with the same experimental design as for microarray analysis using the following genes (HGNC ID are in brackets): *LAT* (HGNC:18874), *OSBPL10* (HGNC:16395), *PTPRN2* (HGNC:9677), *SLC39A5* (HGNC:20502), *NKX3-1* (HGNC:7838), *SPDEF* (HGNC:17257), *ZMIZ1* (HGNC:16493), *PDE9A* (HGNC:8795), *CYP1A1* (HGNC:2595), *CYP1A2* (HGNC:2596), *TANK* (HGNC:11562), *TRAF5* (HGNC:12035), *KBTBD2* (HGNC:21751), *CDH10* (HGNC:1749), *ACTB* (HGNC: 132), *GAPDH* (HGNC:4141).

### Association with recurrence

Two publicly available databases, TCGA PRAD (https://portal.gdc.cancer.gov/) and GSE25136 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE25136), were used to assess the association between the expression of 10 candidate genes and time to recurrence. TCGA data for PRAD projects were downloaded from the TCGA portal maintained by GDC. Although the genes were identified in a microarray study, for the current project we use RNA sequencing data, specifically FPKM normalized expression values (fragments per kilobase million). Days to recurrence (RFS) and recurrence indicator (RFS_ind) were also obtained using the UCSC Zena Browser. Of the 498 samples, recurrence information was missing for 60 samples and therefore these samples were removed. In addition, data were downloaded from 79 prostate tumours from the GEO portal, project GSE25136. The data were normalized with Microarray Suite version 5.0 (MAS 5.0) with global scaling as the normalization method. A recurrence indicator variable was provided for each patient by the GSE25136 dataset.

Clinical and pathologic data (patient age, Gleason score, pathological T, pathological M, clinical-M, clinical-T, radiation therapy) for TCGA PRAD patients have been shown in Supplementary Table S14. We applied a univariate and multivariate Cox proportional hazards survival model and Kaplan-Meier plot, using the Coxph function in the R package ‘survival’. Time to recurrence was estimated with the Kaplan–Meier product limit estimator. Hazard ratios and *p*-values were estimated with univariate Cox proportion hazards models. Results were expressed as hazard ratios (HRs) with 95% confidence intervals (CIs). DFS curves were plotted according to the Kaplan-Meier method, and their *p*-values were calculated by the log-rank test for patients with the low (below mean) and high (above mean) expression of the genes. All differences were considered statistically significant at the level of *p* < 0.05. Statistical analyses were conducted in the R platform. The level of significance in the statistical analyses is indicated as *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

## Supplementary information

Supplementary data

Supplementary Dataset S1

Supplementary Dataset S2

Supplementary Dataset S3

Supplementary Dataset S4

How the deposited data were processed for this re-analysis (not part of the article)

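RNA of LNCaP and C4-2 cells was measured on 48 human Clariom S HT arrays, 3 for each of 16 conditions: CTR, ENZA, ADT and ENZA+ADT, each with and without radiation, in each line. By the paper's methods, ADT cells were in phenol red-free medium with charcoal dextran-treated serum. The deposited values are those of the authors. They are log2 values that the authors made from the arrays, as the methods state, by RMA in the Bioconductor package oligo, which subtracts background, normalizes between arrays by quantiles and summarizes probes by median polish. The methods give no version of oligo and no filter, and the paper's text names no correction for batch. The values run from 1.53 to 13.89 with 0 missing, they are not centred per gene, and control features are kept. No other scaling was applied, and the raw arrays were not used.

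Each array's condition and replicate number were read from its deposited label, and 0 arrays were left unmapped. Of 27189 features 3186 are controls, and 612 of these are negative controls. The platform's annotation gave 17709 features 1 gene symbol and 9480 none, of which 6294 are not controls. A further 229 were named from the paper's Supplementary Datasets by their values. Where both sources name a feature, 2472 of 2584 symbols were equal and 98 others were older synonyms. The 95th percentile of the mean levels of the negative controls, log2 4.47, was taken as the background level, and 17359 features lie above it. Arrays give no read depth, and the number of arrays limits the precision.

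Features were fitted in R 4.3.3 with limma 3.58.1, with a mean for each of the 16 conditions over all 48 arrays and empirical Bayes moderation (32 residual and 4.11 prior degrees of freedom). In each line, with and without radiation, ENZA, ADT and ENZA+ADT were set against the cells without treatment, each alone and with a moderated F test over the 3 contrasts. The F test used the paper's limit, an unadjusted p under 0.0001, and each contrast the limit of an unadjusted p under 0.01 that the paper gives for its Venn diagrams. XRT against CTR, the main effects of ENZA, ADT and XRT in each line and the interactions of treatment with radiation or cell line were tested in the same fit, at an adjusted p under 0.05 for the contrasts and main effects and an unadjusted p under 0.0001 for the interactions. P values were adjusted by Benjamini and Hochberg over all features of a test. A further test, of the difference between the lines in the XRT main effect, was added after the results had been seen.

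Of 23 gene lists, each was tested against all other features in 20 contrasts (460 tests adjusted together) with limma's camera at its preset correlation of 0.01, and again with the correlation estimated for each list. The lists are androgen-induced, androgen-repressed, p53 target, G2/M, S phase, DNA double-strand break repair, aryl hydrocarbon receptor target, T cell and Fc receptor, NF-kappa B, interferon, cholesterol, fatty acid, glycolysis, steroid hormone, xenobiotic, tryptophan, immediate early, FOXO target, BMP and TGF-beta target and unfolded protein response genes, and neuroendocrine, fibroblast and basal epithelial markers. Genes that the paper reports as changed were left out of them. Where a count is adjusted over the list alone, p values were adjusted over its members only. Lists and tests, the rule for named genes and the alternative fits were fixed before the data were examined. The top rows of each of the paper's Supplementary Datasets, which come from the same arrays, had been seen by then.

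Genes are named by this rule: every gene that the paper names as differentially expressed on the arrays, whose values in the paper's tables had been read, and for each F test, main effect and contrast of XRT with CTR, the 10 features with 1 symbol and the smallest p past the limit. From a list, up to 4 members with the smallest p among those that passed over all features or over the list are named, or, with none, 2 members with the smallest p, as values only. Genes named outside this rule are marked as chosen after their values were seen.

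Arrays were clustered with hclust on Euclidean distances with complete linkage. Overlaps of contrasts that share their XRT arrays were set beside 100 simulations without any change, with lists as long as those seen. Each feature was drawn independently of the others, and its spread was drawn as well. Such simulations were also made for the fits with the replicate number as a block. A first form of this simulation, set beforehand, took the spread as known, which makes its lists and overlaps too small, and its values are not given. Other splits of the arrays into groups of the same sizes were refitted, up to 100 for each result. Each step was tested on simulated data: changes of log2 1 put into features with the observed spread were recovered by the F test at an unadjusted p under 0.0001 in 85.1% of cases and changes of log2 2 in all. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.

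Replicate numbers were checked for pairing, since the methods state that the experiments were repeated 3 times with newly plated cells for each replicate. The deviations of arrays with the same number from their condition means correlated with a median of 0.248 in LNCaP (80 of 84 pairs over 0.1) and 0.123 in C4-2 (52 of 84). The first principal component holds 20.0% of the variance in LNCaP and 12.5% in C4-2, and replicate number accounts for 96.8% and 87.1% of it. The numbers were taken to pair the arrays within a line, and the fit with the replicate number as a block (6 levels) is one of these alternatives, since the paper's methods name no block.

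The others were a fit to the groups compared alone, a term for 2 sets of 24 array positions, and cyclic loess normalization. The positions were read from a code in the labels that no source used here explains, so they are an assumption. Further alternatives were a fit without control and dim features, an intensity trend with a robust prior and no moderation. Stricter p limits for the Venn diagrams, average linkage and 1 minus Pearson's correlation as the distance were also used. So were the feature with the highest mean for each gene of a list, and leaving out each array or replicate in turn. After the values had been seen, 2 other assignments of LNCaP arrays were added, with the 2 arrays exchanged and with the 3 arrays reassigned, along with fits without these arrays. With the exchange, the p values of all 1358, 771, 1550 and 673 matched listings of the paper's Supplementary Datasets S1 to S4 equal those of this fit within 1%, and with the labels 31, 89, 29 and 69 do. The RT-qPCR, cell survival and other assays of the paper were not analysed here, and the pathway annotation of single genes was not repeated.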

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

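The radiation-gene and array-quality tests of the LNCaP labels, those of androgen receptor signalling and of background, the difference between the lines in the response to radiation, and every fit with arrays exchanged or reassigned were chosen only after the result was seen. The tests of array position and the contrasts of XRT with CTR were chosen beforehand. The test of ADT genes was not chosen before the values that prompted it. It scores LNCaP arrays singled out by values already seen, and its reference ranges leave those arrays out.

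Radiation alone changed genes in both lines, a contrast for which the paper reports no genes. XRT against CTR changed 150 features in LNCaP at an adjusted p under 0.05, 104 up and 46 down, and 6 in C4-2, all up. CDKN1A, the p53-induced inhibitor of cyclin-dependent kinases, rose by a log2 fold change of 2.51 in LNCaP (SE 0.44, adjusted p = 0.0041) and 2.51 in C4-2 (adjusted p = 0.0158), and each of the 12 irradiated C4-2 arrays (12.16 to 12.63) lay above each of the 12 others (9.66 to 10.32). SESN1, a p53 target that restrains mTOR signalling, rose in C4-2 by 1.69 (adjusted p = 0.0392), as did LACC1 (1.06), PSTPIP2 (1.21), LIMK2 (0.91) and NTPCR (0.69). MDM2 rose in LNCaP by 2.14 and XPC, a DNA damage sensor, by 1.70 (SE 0.29, adjusted p = 0.0041). Of 33 p53 targets, 25 rose in LNCaP over all features and 29 adjusted over the list alone, and in C4-2 2 and 25. The list rose in LNCaP (camera adjusted p = 9.28e-58, adjusted p = 0.0287 with an estimated correlation) and in C4-2 (adjusted p = 1.28e-56, adjusted p = 0.0287 with an estimated correlation). Of 29 G2/M genes, 6 fell in LNCaP over all features and 23 adjusted over the list alone, among them the kinases PLK1 (-2.36, SE 0.47, adjusted p = 0.00862) and AURKA (-1.84). In C4-2 0 passed in limma by either adjustment in this contrast (991 features at an unadjusted p under 0.05). That list fell in LNCaP (camera adjusted p = 2.52e-30, adjusted p = 0.291 with an estimated correlation) and in C4-2 (adjusted p = 4.8e-09, adjusted p = 0.913 with an estimated correlation). With 3 arrays against 3 there are 10 splits, too few for a test. The real counts were 150 in LNCaP, where the highest other split gave 9, and 6 in C4-2, where it gave 1. After the exchange of the 2 arrays, which takes no array from either group but alters the spread fitted for the features, the counts were 281 and 75. Without LNCaP XRT replicate 1 the LNCaP count was 25, and it was 80, 73 and 92 without LNCaP CTR replicate 1, 2 or 3. Without C4-2 CTR replicate 1 the C4-2 count was 2, and it was 0 without C4-2 CTR replicate 2 or 3 or any 1 of the C4-2 XRT arrays (817 at an unadjusted p under 0.05 in limma without C4-2 XRT replicate 1).

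Over irradiated and other conditions together, radiation changed 1019 features in LNCaP (528 up, 491 down) and 235 in C4-2 (176 up, 59 down). The 2 lines differed in 10 features in a test of the difference of these main effects. LACC1, a regulator of macrophage metabolism, responded more in C4-2 (difference -0.95, SE 0.12, adjusted p = 0.000103), as did STOM (-0.89, adjusted p = 0.00899), ABTB2 (-0.78), PSTPIP2 (-0.81) and NUAK2 (-0.53). In LNCaP the means of LACC1 and PSTPIP2 lay under the background of log2 4.47 in all 8 conditions, so a response there may go unseen. RALGDS, a Ras effector, responded more in LNCaP (0.69, SE 0.13, adjusted p = 0.0316), as did LGI3 (0.56), RUNX3 (0.62), TRIM35 (0.47) and a feature without a symbol. The genes of this difference were chosen after their values were seen. With the replicate number as a block 17 features passed, and with the 2 arrays exchanged 118 did, of which 94 responded more in LNCaP, led by the death receptor gene TNFRSF10A (0.94, adjusted p = 6.88e-09).

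In 3 LNCaP arrays, genes of radiation or of ADT run against the label, as MDM2 and CYP1A1 show above. Over 100 features other than CYP1A1 and CYP1A2, chosen without the array scored, an ADT score placed the array labelled ENZA replicate 2 at 0.786, ADT+XRT replicate 2 at 0.126 and ENZA+XRT replicate 2 at 0.142, where the other LNCaP arrays lay at 0.608 to 1.08 with ADT (n = 11) and -0.207 to 0.467 without (n = 10). Low array quality is argued against for ENZA replicate 2, with residual SDs of 0.167 after the exchange and 0.174 after the reassignment, below the highest of the 15 LNCaP arrays of conditions that hold none of the 3 (0.156 to 0.187) by more than their SD of 0.00888. For ENZA+XRT replicate 2 (0.187 in both) and ADT+XRT replicate 2 (0.196 and 0.188) it stays open, as their values lie near or above that highest. Mislabelled samples are a candidate explanation. The exchange alone brings 2908 of 2908 listings of the paper's Supplementary Datasets to the fold changes computed here. That match shows which arrays the paper's values hold and not which label is right. For radiation, the median of 33 p53 targets was taken against the CTR array of the same number. It was 1.66 in the array labelled ENZA replicate 2 and -0.01 in that labelled ENZA+XRT replicate 2. The other LNCaP arrays lay at -0.09 to 0.06 without radiation and 1.21 to 1.80 with it. These values argue against the radiation given in both labels. The label and quality of ADT+XRT replicate 2, the quality of ENZA+XRT replicate 2 and the step at which labels may have changed stay open, no biological explanation was tested, and the paper's RT-qPCR, which by its account ran in the direction of its arrays for 9 of 13 genes, does not settle them.

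CYP1A1 and CYP1A2 were higher with ADT in both lines, and the paper names their rise under ENZA. Array position, as read from an unexplained code in the labels, is argued against as the whole of it. With the position set in the fit the ADT effect on CYP1A1 in C4-2 was 2.09 and 2.14 without it. Loss of androgen receptor signalling alone is argued against as well: ENZA lowered the androgen-induced genes by a larger median than ADT (-0.15 and -0.02 in C4-2, -0.13 and -0.06 in LNCaP), yet the ADT effect on CYP1A1 exceeded that of ENZA in C4-2 by 1.85, or 7.27 standard errors, and in LNCaP by 1.34, or 5.27. Removal of androgen and the change of medium and serum, which may bring or take away ligands of the aryl hydrocarbon receptor, cannot be told apart, because each ADT culture had both. Probe signal shared by the 2 genes was not tested, so any biological reading stays a hypothesis found on the same data.

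The interaction of treatment and radiation in LNCaP gave 1 feature at an adjusted p under 0.05, the control feature HTA2-pos-2978683_st (adjusted p = 0.0271), whose mean in LNCaP CTR lay 1.70 above that of the 3 treatments without radiation. Its array position, on the same reading of the code, is argued against: within the other 15 conditions the 2 position sets differed by -0.0524 (SE 0.0917). Signal at background is a candidate explanation, as its highest LNCaP array reached 4.22, below the background level of 4.47, and 0 LNCaP arrays lay above it. No biological explanation was tested, and the feature was chosen after its values were seen.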

How the results depend on the processing

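The fits with arrays exchanged, reassigned or left out together were chosen only after the result was seen, and all other settings here beforehand. Counts that moved by over 1.5 times are given, at an unadjusted p under 0.0001 for F tests and interactions, an unadjusted p under 0.01 for treatments and an adjusted p under 0.05 for XRT against CTR and main effects. A correlation is given where it moved by more than the SD of its values without all of replicate 1, 2 or 3, or changed its sign. The cause was not tested for these, apart from the settings that by their construction test fewer features or fit fewer arrays. Of 38 results 38 kept their count within that factor or their correlation within that SD with cyclic loess, 36 of 39 with the position set, 36 of 37 with an intensity trend and robust prior, 30 of 31 without moderation, 21 of 39 without control and dim features, 11 of 37 with only the groups compared and 8 of 39 with the replicate number as a block. They were 35 of 39 with the 2 arrays exchanged and 33 with the 3 arrays reassigned. The correlation for ENZA in LNCaP, 0.0426 with the labels, was 0.109 and 0.0982 in these 2 fits, over 1.5 times as large but within that SD. A kept count does not mean that the same features were called. After the exchange, 82 of the 219 features for ENZA+XRT and 177 of the 371 for ENZA in LNCaP were called again. For ADT+XRT in LNCaP 371 of 388 were. With the position set, 62 of the 137 features for ADT in C4-2 were called again, and 402 of 412 for ENZA+ADT+XRT in LNCaP. Of the paper's 39 listed genes and features, the block brought 5 past an unadjusted p under 0.0001 and ended 0 calls, cyclic loess ended 1, the position set 2, no moderation 4 and a fit to only the groups compared 19. Several of the named genes (among them PTPRN2, CDH10, SLC39A5, MUC7, INSL6, TRAF5, OSBPL10, TARP, TMPRSS3, FEZF2, OR4P4 and VSTM4, and LACC1 and PSTPIP2 in LNCaP) lie at or under the background of log2 4.47 in some or all conditions. With 3 arrays per condition the F test recovered 25.4% of simulated changes of log2 0.5.

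With the replicate number as a block, the F test gave 41 in irradiated LNCaP, 34 in irradiated C4-2, 28 in LNCaP without radiation and 21 in C4-2 without radiation, and the interactions gave 1 for treatment by radiation in C4-2 and 5 for cell line by treatment. Contrasts with the untreated cells then gave, in LNCaP, 390 for ENZA+XRT, 593 for ENZA, 690 for ADT+XRT, 738 for ADT, 852 for ENZA+ADT+XRT and 754 for ENZA+ADT, and in C4-2, 267 for ENZA+XRT, 177 for ENZA, 301 for ADT+XRT, 333 for ADT, 437 for ENZA+ADT+XRT and 403 for ENZA+ADT. Against CTR, XRT alone gave 536 in LNCaP, and the main effects 46 for ENZA in LNCaP, 110 for ADT in LNCaP, 2400 for XRT in LNCaP, 56 for ENZA in C4-2, 202 for ADT in C4-2 and 612 for XRT in C4-2. Of the features, 1594 of LNCaP were in any contrast with XRT and 48 in all 3, and 844 of C4-2 were in any contrast with XRT and 17 in all 3. Besides, 81 of the 460 list tests passed and 25 arrays were nearest to one of their own condition.

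In a fit to the groups compared alone, the F test gave 1 in irradiated LNCaP and 1 in LNCaP without radiation, and the interactions gave 2 for treatment by radiation in LNCaP, 2 for treatment by radiation in C4-2 and 1 for cell line by treatment. In the contrasts this fit gave, in LNCaP, 131 for ENZA+XRT, 206 for ENZA, 141 for ADT+XRT, 171 for ADT, 273 for ENZA+ADT+XRT and 207 for ENZA+ADT, and in C4-2, 200 for ENZA, 256 for ADT+XRT, 238 for ADT and 319 for ENZA+ADT. For XRT against CTR there were 69 in LNCaP and 35 in C4-2, and the main effects 1 for ENZA in LNCaP, 1 for ADT in LNCaP, 493 for XRT in LNCaP, 24 for ENZA in C4-2, 46 for ADT in C4-2 and 524 for XRT in C4-2. Of the features, 490 of LNCaP were in any contrast with XRT and 6 in all 3, and 11 of C4-2 were in all 3 contrasts with XRT. Without control and dim features, the F test gave 3 in LNCaP without radiation, and the interactions gave 4 for treatment by radiation in LNCaP and 1 for cell line by treatment. Against XRT or CTR alone there were, in LNCaP, 121 for ENZA+XRT, 182 for ENZA, 243 for ADT+XRT, 233 for ADT and 224 for ENZA+ADT, and in C4-2, 86 for ENZA+XRT, 48 for ENZA, 92 for ADT+XRT and 112 for ENZA+ADT. Of the main effects there were 31 for ADT in C4-2. Of the features, 562 of LNCaP were in any contrast with XRT, and 283 of C4-2 were in any contrast with XRT. The correlation of effects with and without radiation was 0.263 for ENZA+ADT in LNCaP, 0.25 for ADT in C4-2 and 0.25 for ENZA+ADT in C4-2.

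With the position set in the fit, the main effects gave 3 for ENZA in LNCaP. Besides, 5 arrays were nearest to one of their own condition. The correlation of effects with and without radiation was 0.0786 for ENZA in C4-2. An intensity trend and robust prior gave 1 feature for the cell line by treatment interaction, and no moderation 1 for ENZA in LNCaP. Under an unadjusted p of 0.001, 141 features of LNCaP were in any contrast and 2 in all 3, and 69 and 2 of C4-2. Under an unadjusted p of 0.0001 these were 24 and 0 in LNCaP and 19 and 0 in C4-2. With an estimated correlation 4 of the 460 list tests passed, 5 with the arrays exchanged and 5 with the 3 reassigned. Cyclic loess moved the share of features called up at an unadjusted p under 0.01 by over 10 percentage points in several results: ENZA+XRT gave 101 up and 133 down in LNCaP (117 and 102 without it) and 64 and 84 in C4-2 (108 and 63), ENZA gave 174 and 190 in LNCaP (230 and 141) and 61 and 36 in C4-2 (78 and 27), the ENZA main effect in C4-2 gave 78 and 145 (118 and 122), and the contrasts with XRT in C4-2 together gave 253 and 281 (324 and 224).

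Exchange of the 2 arrays gave, for XRT against CTR, 281 in LNCaP and 75 in C4-2, and the main effects 5 for ADT in LNCaP and 1738 for XRT in LNCaP. With the 3 arrays reassigned, the F test gave 24 in irradiated LNCaP. XRT against CTR then gave 280 in LNCaP and 76 in C4-2, and the main effects 25 for ENZA in LNCaP, 64 for ADT in LNCaP and 1756 for XRT in LNCaP. Without the 2 arrays, XRT against CTR gave 289 in LNCaP and 75 in C4-2, and the main effects 21 for ENZA in LNCaP, 6 for ADT in LNCaP and 1538 for XRT in LNCaP. The correlation of effects with and without radiation was 0.229 for ENZA in LNCaP. Without the 3 arrays, the F test gave 28 in irradiated LNCaP, and the interactions gave 15 for treatment by radiation in LNCaP and 7 for cell line by treatment. Contrast counts came to, in LNCaP, 598 for ADT+XRT. The contrast of XRT with CTR gave 294 in LNCaP and 75 in C4-2, and the main effects 21 for ENZA in LNCaP, 28 for ADT in LNCaP, 1708 for XRT in LNCaP and 368 for XRT in C4-2. The correlation of effects with and without radiation was 0.229 for ENZA in LNCaP.

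Under the exchange together with the replicate block, the F test gave 39 in irradiated LNCaP, 35 in irradiated C4-2, 36 in LNCaP without radiation and 23 in C4-2 without radiation, and the interactions gave 1 for treatment by radiation in C4-2 and 5 for cell line by treatment. The contrasts under this setting gave, in LNCaP, 429 for ENZA+XRT, 601 for ENZA, 745 for ADT+XRT, 785 for ADT, 915 for ENZA+ADT+XRT and 817 for ENZA+ADT, and in C4-2, 275 for ENZA+XRT, 192 for ENZA, 329 for ADT+XRT, 373 for ADT, 457 for ENZA+ADT+XRT and 442 for ENZA+ADT. In XRT against CTR it gave 751 in LNCaP and 146 in C4-2, and the main effects 75 for ENZA in LNCaP, 172 for ADT in LNCaP, 3456 for XRT in LNCaP, 57 for ENZA in C4-2, 247 for ADT in C4-2 and 881 for XRT in C4-2. Of the features, 1644 of LNCaP were in any contrast with XRT and 86 in all 3, and 884 of C4-2 were in any contrast with XRT and 23 in all 3. Besides, 92 of the 460 list tests passed and 25 arrays were nearest to one of their own condition. Under the reassignment together with the replicate block, the F test gave 91 in irradiated LNCaP, 48 in irradiated C4-2, 45 in LNCaP without radiation and 36 in C4-2 without radiation, and the interactions gave 1 for treatment by radiation in C4-2. For the contrasts the counts were, in LNCaP, 394 for ENZA+XRT, 593 for ENZA, 788 for ADT+XRT, 809 for ADT, 945 for ENZA+ADT+XRT and 842 for ENZA+ADT, and in C4-2, 287 for ENZA+XRT, 201 for ENZA, 326 for ADT+XRT, 390 for ADT, 487 for ENZA+ADT+XRT and 459 for ENZA+ADT. Radiation alone, against CTR, gave 779 in LNCaP and 146 in C4-2, and the main effects 87 for ENZA in LNCaP, 554 for ADT in LNCaP, 3448 for XRT in LNCaP, 60 for ENZA in C4-2, 281 for ADT in C4-2 and 901 for XRT in C4-2. Of the features, 1646 of LNCaP were in any contrast with XRT and 58 in all 3, and 916 of C4-2 were in any contrast with XRT and 22 in all 3. Besides, 94 of the 460 list tests passed and 26 arrays were nearest to one of their own condition. With the exchange and the groups compared alone, the F test gave 1 in irradiated LNCaP and 3 in LNCaP without radiation, and the interactions gave 3 for treatment by radiation in LNCaP, 2 for treatment by radiation in C4-2 and 0 (880 at an unadjusted p under 0.05 in limma) for cell line by treatment. Contrasts with the untreated cells then gave, in LNCaP, 218 for ENZA, 141 for ADT+XRT, 171 for ADT, 273 for ENZA+ADT+XRT and 207 for ENZA+ADT, and in C4-2, 200 for ENZA, 256 for ADT+XRT, 238 for ADT and 319 for ENZA+ADT. XRT against CTR came to 69 in LNCaP and 35 in C4-2, and the main effects 1 for ENZA in LNCaP, 0 (1530 at an unadjusted p under 0.05 in limma) for ADT in LNCaP, 24 for ENZA in C4-2, 46 for ADT in C4-2 and 524 for XRT in C4-2. Of the features, 506 of LNCaP were in any contrast with XRT and 6 in all 3, and 11 of C4-2 were in all 3 contrasts with XRT.

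Leaving out 1 array, or all arrays of 1 replicate number, changed counts as follows, where a condition left with 1 or 2 arrays is assumed to vary like the others. Each array that moved a result by over 1.5 times is named. The F test in irradiated LNCaP ran from 3 without all of replicate 1 to 25 without LNCaP ADT+XRT replicate 2, and was 22 without LNCaP ADT+XRT replicate 1, and 8 without all of replicate 3. The F test in irradiated C4-2 ran from 3 without all of replicate 1 to 11 without C4-2 XRT replicate 2, and was 6 without all of replicate 3. The F test in LNCaP without radiation ran from 5 without all of replicate 1 to 15 without LNCaP ADT replicate 2, and was 11 without LNCaP CTR replicate 2. The F test in C4-2 without radiation ran from 4 without all of replicate 2 to 10 without C4-2 CTR replicate 2, and was 5 without C4-2 CTR replicate 3, and 4 without all of replicate 3. The interaction of treatment by radiation in LNCaP ran from 2 without all of replicate 1 to 14 without LNCaP ENZA replicate 1, and was 5 without LNCaP ENZA+ADT+XRT replicate 1, LNCaP ENZA+ADT replicate 2, LNCaP XRT replicate 3 or all of replicate 3, and 4 without all of replicate 2. The interaction of treatment by radiation in C4-2 ran from 0 (459 at an unadjusted p under 0.05 in limma) without C4-2 ENZA+ADT replicate 1 to 2 without C4-2 ENZA+ADT+XRT replicate 1, and was 1 without C4-2 CTR replicate 1, C4-2 ENZA or ADT+XRT or ENZA+XRT replicate 2, C4-2 ADT or ENZA replicate 3 or all of replicate 1, and 2 without C4-2 ENZA+ADT+XRT replicate 2, C4-2 ENZA+ADT replicate 3 or all of replicate 3. The interaction of cell line by treatment ran from 0 (746 at an unadjusted p under 0.05 in limma) without C4-2 ADT+XRT replicate 2 to 8 without LNCaP ADT+XRT replicate 2, and was 1 without C4-2 ADT+XRT or XRT replicate 1, C4-2 XRT replicate 2, C4-2 ADT+XRT replicate 3, LNCaP XRT replicate 1 or LNCaP ENZA+XRT replicate 3, and 4 without LNCaP ENZA+ADT+XRT replicate 3. ENZA+XRT against XRT in LNCaP ran from 166 without all of replicate 1 to 332 without all of replicate 3. ADT+XRT against XRT in LNCaP ran from 285 without LNCaP ADT+XRT replicate 3 to 621 without LNCaP ADT+XRT replicate 1. ADT against CTR in LNCaP ran from 264 without all of replicate 1 to 615 without all of replicate 3. ENZA+ADT+XRT against XRT in LNCaP ran from 217 without all of replicate 1 to 478 without all of replicate 3. ENZA against CTR in C4-2 ran from 93 without C4-2 CTR replicate 2 to 179 without C4-2 ENZA replicate 1. ADT against CTR in C4-2 ran from 96 without all of replicate 1 to 275 without all of replicate 3, and was 254 without C4-2 ADT replicate 3. ENZA+ADT+XRT against XRT in C4-2 ran from 149 without all of replicate 1 to 296 without all of replicate 3. XRT against CTR in LNCaP ran from 0 (1542 at an unadjusted p under 0.05 in limma) without all of replicate 1 to 139 without all of replicate 2, and was 80 without LNCaP CTR replicate 1, 25 without LNCaP XRT replicate 1, 73 without LNCaP CTR replicate 2, 92 without LNCaP CTR replicate 3, and 6 without all of replicate 3. XRT against CTR in C4-2 ran from 0 (817 at an unadjusted p under 0.05 in limma) without C4-2 XRT replicate 1 to 36 without all of replicate 2, and was 2 without C4-2 CTR replicate 1 or all of replicate 1, and 0 without C4-2 CTR or XRT replicate 2, C4-2 CTR or XRT replicate 3 or all of replicate 3. The ENZA main effect in LNCaP ran from 0 (1468 at an unadjusted p under 0.05 in limma) without all of replicate 1 to 8 without LNCaP ADT replicate 2, and was 1 without LNCaP ENZA+ADT or ADT or CTR or ENZA or ENZA+ADT+XRT or ENZA+XRT replicate 1, LNCaP ENZA+ADT or XRT replicate 2 or LNCaP ADT+XRT replicate 3, 4 without LNCaP XRT replicate 1, 3 without LNCaP CTR replicate 2 or LNCaP CTR replicate 3, 2 without LNCaP ENZA+ADT+XRT replicate 2 or LNCaP ADT or XRT replicate 3, and 0 without all of replicate 3. The ADT main effect in LNCaP ran from 0 (1974 at an unadjusted p under 0.05 in limma) without all of replicate 3 to 14 without LNCaP ADT+XRT replicate 2, and was 8 without LNCaP ENZA replicate 2, 6 without LNCaP ADT replicate 3, and 1 without all of replicate 1. The XRT main effect in LNCaP ran from 179 without all of replicate 1 to 1351 without LNCaP ENZA+XRT replicate 2, and was 517 without all of replicate 3. The ENZA main effect in C4-2 ran from 0 (855 at an unadjusted p under 0.05 in limma) without all of replicate 1 to 19 without C4-2 ADT replicate 1, and was 5 without C4-2 ENZA+ADT or ENZA replicate 1, C4-2 XRT replicate 2 or C4-2 CTR replicate 3, 9 without C4-2 ADT+XRT or XRT replicate 1 or C4-2 ENZA+XRT replicate 2, 7 without C4-2 ENZA+ADT+XRT replicate 1 or C4-2 ENZA+XRT or ENZA replicate 3, 6 without C4-2 ENZA+XRT replicate 1 or C4-2 ENZA+ADT or ENZA+ADT+XRT replicate 3, 4 without C4-2 ADT or ADT+XRT replicate 2, 0 without all of replicate 3, and 3 without all of replicate 2. The ADT main effect in C4-2 ran from 5 without all of replicate 1 to 26 without C4-2 ADT+XRT replicate 3, and was 8 without all of replicate 2. The XRT main effect in C4-2 ran from 52 without all of replicate 1 to 228 without C4-2 ADT+XRT replicate 3, and was 100 without all of replicate 3. The correlation of ENZA effects in LNCaP ran from -0.0884 without all of replicate 3 to 0.166 without all of replicate 2, and was -0.0426 without all of replicate 1. The correlation of ADT effects in LNCaP ran from 0.0443 without all of replicate 1 to 0.129 without all of replicate 2, and was 0.0464 without all of replicate 3. The correlation of ENZA+ADT effects in LNCaP ran from 0.115 without all of replicate 2 to 0.157 without all of replicate 3, and was 0.135 without all of replicate 1. The correlation of ENZA effects in C4-2 ran from 0.0615 without all of replicate 3 to 0.136 without all of replicate 1. The correlation of ADT effects in C4-2 ran from 0.0778 without all of replicate 3 to 0.13 without all of replicate 2, and was 0.128 without all of replicate 1. The correlation of ENZA+ADT effects in C4-2 ran from 0.0514 without all of replicate 3 to 0.139 without all of replicate 1, and was 0.117 without all of replicate 2. Over 585 leave-one-out results of the paper's listed genes, 440 kept the call, 133 lost it, 12 gained it and 0 turned direction.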

Differences from the paper's values

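The fits with the 2 arrays exchanged or the 3 arrays reassigned were chosen after seeing the values, and the other fits were set before the data were examined. A count is said to differ when it is over 1.5 times the paper's or the reverse, and a log2 fold change when its sign differs or it lies further from the paper's than the feature's SD between arrays.

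For PTPRN2 in irradiated LNCaP cells with ENZA the paper's log2 fold change is 0.6226, and 0.36 was found. It differs in each fit so set (replicate block 0.36, position set 0.26, control and dim features left out 0.36, cyclic loess 0.33, only the groups compared 0.36). It was 0.62 with the 2 arrays exchanged and 0.65 with the 3 arrays reassigned. For SPDEF in the same contrast the paper's value is -0.2894, and -0.13 was found, again different in each fit so set (replicate block -0.13, position set -0.12, control and dim features left out -0.13, cyclic loess -0.12, only the groups compared -0.13). The exchange gave -0.29 and the reassignment -0.38. Without radiation, the paper's log2 fold change of CYP1A1 in LNCaP with ENZA is 0.6475, and 1.13 was found. The fit with the position set gave 1.04, within the spread between arrays of the paper's value, and the other fits so set differ (replicate block 1.13, control and dim features left out 1.13, cyclic loess 1.14, only the groups compared 1.13). The exchange and the reassignment both gave 0.65. For CYP1A2 in that contrast the paper's value is -0.1485, and 0.90 was found. All fits so set differ (replicate block 0.90, position set 0.67, control and dim features left out 0.90, cyclic loess 0.91, only the groups compared 0.90), while the exchange and the reassignment gave -0.15. The control feature HTA2-neg-47421856_st has a log2 fold change of 0.0377 with ADT in irradiated C4-2 cells in the paper's Table 2, and -0.0377 was found, the sign that the paper's Supplementary Dataset S2 has. No setting that keeps control features brought the sign of the table (replicate block -0.04, position set -0.14, cyclic loess -0.06, only the groups compared -0.04, the exchange and the reassignment -0.04). Of 117 log2 fold changes set beside the paper's tables, the other 112 have the paper's sign and lie within that SD of its value.

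The counts of the Venn diagrams differ at the paper's stated limit of an unadjusted p under 0.01. In LNCaP they were the paper's 17 and 147 here for ENZA+XRT alone, the paper's 41 and 298 here for ADT+XRT alone and the paper's 60 and 305 here for ENZA+ADT+XRT alone. For the overlaps they were the paper's 4 and 18 here for ENZA+XRT and ADT+XRT, the paper's 8 and 35 here for ENZA+XRT and ENZA+ADT+XRT, the paper's 9 and 53 here for ADT+XRT and ENZA+ADT+XRT and the paper's 2 and 19 here for all 3 contrasts, and overall the paper's 166 and 1019 here for the calls in total, the paper's 80 and 537 here for the calls up and the paper's 86 and 482 here for the calls down. In C4-2 they were the paper's 21 and 121 here for ENZA+XRT alone, the paper's 6 and 111 here for ADT+XRT alone and the paper's 23 and 167 here for ENZA+ADT+XRT alone. The overlaps there were the paper's 0 and 11 here for ENZA+XRT and ADT+XRT, the paper's 5 and 32 here for ENZA+XRT and ENZA+ADT+XRT, the paper's 7 and 21 here for ADT+XRT and ENZA+ADT+XRT and the paper's 2 and 7 here for all 3 contrasts, and overall the paper's 80 and 548 here for the calls in total, the paper's 45 and 324 here for the calls up and the paper's 35 and 224 here for the calls down. Under an unadjusted p of 0.001, a limit set before the data were examined, 19 of the 20 counts lie within that factor of the paper's, and 1 does not, that of ENZA+XRT and ADT+XRT in LNCaP (2 features). Under 0.0001, 19 differ, and only that of ENZA+XRT and ADT+XRT in C4-2 does not. In the fit to the groups compared alone 1 lies within that factor, that of ADT+XRT and ENZA+ADT+XRT in LNCaP (12 features). All 20 differ with the replicate block, the position set, control and dim features left out, cyclic loess and the intensity trend with a robust prior. After the exchange of the 2 arrays, chosen after seeing the values, all 20 differ at an unadjusted p under 0.01 and all 20 equal the paper's under 0.001.

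The paper's Tables 1 to 4 list 39 genes and features, of which 29 passed an unadjusted p under 0.0001 with the deposited labels and 10 did not: LAT, SPDEF, TEX44, PDE9A, OSBPL10 and a feature without a symbol in irradiated LNCaP, PFKFB3 and PMEPA1 in irradiated C4-2, and CYP1A2 and MUC7 in LNCaP without radiation. Exchanging the 2 arrays, chosen after seeing the values, called all 39 and lost 0 of the 29. With the exchange and the replicate block 38 were called, without MUC7, and 0 of the 29 were lost. The 3 arrays reassigned called 7 of the 10 (LAT, SPDEF, PDE9A, PFKFB3, PMEPA1, CYP1A2 and MUC7) and left 7 of the paper's 39 uncalled, 4 of them called with the labels, and with the replicate block they called OSBPL10 in place of MUC7 and again lost 4 of the 29. Leaving out the 2 arrays called 6 of the 10 (LAT, SPDEF, TEX44, the feature without a symbol, PFKFB3 and CYP1A2) and lost 1 of the 29, and leaving out the 3 called LAT, SPDEF and CYP1A2 and lost 2. The exchange with only the groups compared called PMEPA1 and CYP1A2 and lost 18. Of the fits set before the data were examined, the one with the replicate block called 5 of the 10 (TEX44, the feature without a symbol, PDE9A, OSBPL10 and PFKFB3) and lost 0 of the 29. A fit to only the groups compared called PMEPA1 and lost 19 of the 29. The intensity trend with a robust prior, the fit without control and dim features and the fit without replicate 3 called OSBPL10 and lost 1, 7 and 24 of the 29. With 1 array left out, LAT, SPDEF, TEX44 and the feature without a symbol were called without LNCaP ENZA+XRT replicate 2, SPDEF also without ENZA+XRT replicate 3, TEX44 without XRT replicate 1, PDE9A and OSBPL10 without ADT+XRT replicate 3, OSBPL10 also without ADT+XRT replicate 2 or ENZA+XRT replicate 1, and CYP1A2 without ENZA replicate 2.

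The paper places CCNG2 among the genes of LNCaP without radiation, while its Table 4 lists it for C4-2. In LNCaP the F test gave it an adjusted p = 0.837, and in C4-2 CCNG2 passed an unadjusted p under 0.0001. The paper states that ENZA raised CYP1A1 and CYP1A2 without radiation. For ENZA in C4-2 CYP1A1 had a log2 fold change of 0.64 (adjusted p = 1), in LNCaP the adjusted p was 0.55, and neither gene passed at an adjusted p under 0.05 with ENZA in either line, nor did CYP1A1 with the 2 arrays exchanged (adjusted p = 1). For irradiated C4-2 the paper's clusters join ADT+XRT with XRT, and those found here divide by ADT. In LNCaP the paper separates XRT from the treatments with ENZA. The labels gave a division by ADT, and the exchange set the 3 XRT arrays apart from the other 9. The paper describes the arrays as clustering by treatment over all genes. Here 3 of the 48 arrays were nearest to an array of their own condition, and 25 once each replicate's mean was removed.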

Other observations

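The fits and splits with arrays exchanged were chosen only after the result was seen, as was the choice of the contrasts shown for each list below, out of 20 tested. With ADT in C4-2 INSIG1, which holds back sterol regulatory proteins, rose by a log2 fold change of 0.74 over all C4-2 arrays (SE 0.16, adjusted p = 0.0403). Adjusted over the list alone 5 of 19 cholesterol synthesis genes rose, among them HMGCS1 (0.37, SE 0.09), which makes HMG-CoA, MVK, mevalonate kinase (0.40), and MSMO1, a methylsterol oxidase (0.31). As a list the 19 passed the camera test upward (adjusted p = 2.13e-10), a call lost with an estimated correlation (adjusted p = 0.239). HSD17B7, of the same list, rose with radiation in both lines (0.69 in C4-2, SE 0.13, adjusted p = 0.00118, and 0.65 in LNCaP, adjusted p = 0.00112). Of 11 fatty acid synthesis genes 0 passed in limma in any of 20 contrasts by either adjustment (2 of 220 tests at an unadjusted p under 0.05). SCD, a desaturase, had 0.16 with ADT in C4-2 and SREBF1 0.14 (list adjusted p = 0.322, the lowest of its contrasts). Targets of BMP and TGF-beta fell as a list with ADT in C4-2 (6 measured, median log2 fold change -0.20, camera adjusted p = 0.00386, adjusted p = 0.0579 with an estimated correlation), with ID2, an inhibitor of differentiation, as the member that passed (-0.57, SE 0.12, adjusted p = 0.0287). SMAD6, an inhibitory SMAD, fell with radiation in LNCaP by 0.73 on the log2 scale (SE 0.11, adjusted p = 3.81e-05), and SMAD7 fell by 0.39 (adjusted p = 0.0171).

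Over all conditions, radiation lowered 25 of 29 G2/M genes in LNCaP (28 adjusted over the list alone) and 2 in C4-2 (9 over the list alone). AURKA fell by 1.62 on the log2 scale in LNCaP (SE 0.19, adjusted p = 1.71e-07) and fell by 0.78 in C4-2 (adjusted p = 0.0243), CENPA, a centromere protein, fell by 1.13 and 0.63, and PLK1 fell by 1.82 in LNCaP. The list fell (camera adjusted p = 4.14e-38 in LNCaP, adjusted p = 0.201 with an estimated correlation, and in C4-2 adjusted p = 1.01e-14, adjusted p = 0.759 with an estimated correlation). The p53 targets rose, 30 of 33 in LNCaP and 29 in C4-2 over all features (adjusted p = 0.0071 and 0.00182 with an estimated correlation), with XPC up by 1.50 in LNCaP and 1.28 in C4-2. Of 27 S phase genes 4 fell in LNCaP over all features, and adjusted over the list alone 5 fell and 1 rose. CDC25A, a phosphatase of cell cycle entry, fell by 1.03 (SE 0.20, adjusted p = 0.000847) and CCNE2, cyclin E2, fell by 0.86 (list adjusted p = 0.000151, adjusted p = 1 with an estimated correlation). Of 28 genes of DNA double-strand break repair 2 fell: BARD1, the partner of BRCA1 (-0.46, SE 0.09, adjusted p = 0.000933), and TP53BP1 (-0.24, adjusted p = 0.027), in a list lower as a whole (adjusted p = 0.00955, adjusted p = 0.993 with an estimated correlation). Of 13 immediate early genes ATF3, a stress-induced factor, rose in LNCaP (0.80, SE 0.14, adjusted p = 0.000304) and KLF6 fell (-0.38, adjusted p = 0.0184), and as a list they rose in C4-2 with XRT against CTR (median 0.20, camera adjusted p = 0.0085, adjusted p = 0.299 with an estimated correlation).

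The remaining lists gave few members that passed. KRT14, a basal keratin, fell with ADT+XRT in C4-2 adjusted over its list alone (-0.59, SE 0.20, adjusted p = 0.0109 over the list), 1 of 2 basal markers measured (list adjusted p = 0.00949, adjusted p = 0.231 with an estimated correlation). OPRK1, of 6 androgen-repressed genes, fell with radiation in LNCaP adjusted over the list alone (-0.58, SE 0.20), and the lowest list adjusted p was 0.299. TRIB3, of 12 genes of the unfolded protein response, fell with radiation in C4-2 adjusted over the list alone (-0.33, SE 0.10, lowest list adjusted p = 0.123). In limma 0 of 8 neuroendocrine and 0 of 8 fibroblast markers passed in any contrast over all features or adjusted over the list alone (3 and 7 of 160 tests each at an unadjusted p under 0.05). SYP, synaptophysin, had -0.37 with ENZA+ADT+XRT in C4-2 (lowest list adjusted p = 0.208), and PDGFRA, a mesenchymal receptor, 0.53 with XRT in LNCaP (lowest list adjusted p = 0.163). In all, 50 of 460 list tests passed, 16 up and 34 down, and 4 with an estimated correlation, all of p53 targets with radiation.

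In LNCaP the calls of 2 lists depend on the labels. With the deposited labels the p53 targets rose as a list in ENZA against CTR (camera adjusted p = 2.76e-11) and fell in ENZA+XRT against XRT (adjusted p = 1.49e-11), and G2/M genes did the opposite (adjusted p = 3.64e-07 and 3.3e-08). Once the 2 arrays were exchanged, the p53 targets had an adjusted p = 0.493 in the former and rose in the latter (adjusted p = 0.0324), and the G2/M genes had an adjusted p = 0.685 and 0.738. With an estimated correlation none of these 8 tests passed: with the labels the p53 targets had an adjusted p = 0.759 in both contrasts.

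The arrays were also split in other ways into groups of the same sizes, 100 splits for each count with the real one. Chance is called excluded here where fewer than 5 of the 100, the real one among them, reached as large a count. This limit was not adjusted for the number of results. It was also met for some results whose highest other count exceeds the real one. With the replicate number as a block, 4 of 100 reached as large a count for the F test in LNCaP without radiation. After the exchange 4 did for that in C4-2 without radiation and 2 for ENZA in LNCaP. With the labels, chance could be excluded for the F test in irradiated C4-2 (10 features, highest other 7, as large in 1 of 100), that in C4-2 without radiation (8 features, highest other 7, as large in 1 of 100), ENZA in C4-2 (14 features, highest other 2, as large in 1 of 100), ADT in C4-2 (20 features, highest other 3, as large in 1 of 100) and XRT in C4-2 (235 features, highest other 4, as large in 1 of 100). It could not be excluded for the F test in irradiated LNCaP (13 features, highest other 114, as large in 39 of 100), that in LNCaP without radiation (7 features, highest other 53, as large in 73 of 100), the LNCaP interaction of treatment and radiation (9 features, highest other 139, as large in 44 of 100), the C4-2 interaction (0 features, highest other 9, as large in 100 of 100), the interaction of cell line and treatment (2 features, highest other 23, as large in 71 of 100), the ENZA main effect in LNCaP (7 features, highest other 2948, as large in 6 of 100), the ADT main effect in LNCaP (3 features, highest other 1067, as large in 7 of 100) and the XRT main effect in LNCaP (1019 features, highest other 2294, as large in 5 of 100). A real count of 0, as for the C4-2 interaction without the block, with the labels or the exchange, is reached by every split. Such splits therefore test nothing for it. Splits that call many times the real count point to a structure of the arrays, and in LNCaP replicate number accounts for 96.8% of the first principal component. The other splits part the replicate numbers more unevenly than the real one, which has each number once in each condition. Among splits that also do so, chance could be excluded for that in irradiated C4-2 (highest other 10), that in C4-2 without radiation (highest other 4), ENZA in LNCaP (highest other 9), ADT in LNCaP (highest other 5), XRT in LNCaP (highest other 1077), ENZA in C4-2 (highest other 1), ADT in C4-2 (highest other 3) and XRT in C4-2 (highest other 128), and not for the F test in irradiated LNCaP (highest other 17), that in LNCaP without radiation (highest other 11), the LNCaP interaction (highest other 17), the C4-2 interaction (highest other 16) and the interaction with cell line (highest other 8). Where the replicate number was a block in real and other splits alike, chance could be excluded for the F test in irradiated LNCaP (41, highest other 38), that in irradiated C4-2 (34, highest other 21), that in LNCaP without radiation (28, highest other 38), that in C4-2 without radiation (21, highest other 14), ENZA in LNCaP (46, highest other 12), ADT in LNCaP (110, highest other 31), XRT in LNCaP (2400, highest other 2377), ENZA in C4-2 (56, highest other 1), ADT in C4-2 (202, highest other 15) and XRT in C4-2 (612, highest other 261), and not for the LNCaP interaction (9, highest other 40), the C4-2 interaction (1, highest other 53) and the interaction with cell line (5, highest other 17).

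Under the exchange of the 2 arrays, chance could be excluded for the F test in irradiated C4-2 (12 features, highest other 10, as large in 1 of 100), the ENZA main effect in LNCaP (6 features, highest other 102, as large in 3 of 100), the XRT main effect in LNCaP (1738 features, highest other 830, as large in 1 of 100), ENZA in C4-2 (12 features, highest other 2, as large in 1 of 100), ADT in C4-2 (26 features, highest other 13, as large in 1 of 100) and XRT in C4-2 (330 features, highest other 58, as large in 1 of 100). It could not for the F test in irradiated LNCaP (15 features, highest other 191, as large in 31 of 100), that in LNCaP without radiation (5 features, highest other 63, as large in 91 of 100), that in C4-2 without radiation (7 features, highest other 12, as large in 6 of 100), the LNCaP interaction of treatment and radiation (9 features, highest other 204, as large in 46 of 100), the C4-2 interaction (0 features, highest other 15, as large in 100 of 100), the interaction of cell line and treatment (2 features, highest other 13, as large in 73 of 100) and the ADT main effect in LNCaP (5 features, highest other 438, as large in 6 of 100). Among splits with each replicate number once in each condition, chance could be excluded under the exchange for the same 8 results as with the labels. When the replicate number was a block as well, chance could not be excluded for the F test in irradiated LNCaP (39, highest other 60), unlike with the labels, nor for the LNCaP interaction (13, highest other 48), the C4-2 interaction (1, highest other 14) and the interaction with cell line (5, highest other 34). It could be for that in irradiated C4-2 (35, highest other 22), those without radiation in LNCaP (36, highest other 35) and C4-2 (23, highest other 30) and the main effects of ENZA (75, highest other 103), ADT (172, highest other 90) and XRT (3456, highest other 2251) in LNCaP and of ENZA (57, highest other 15), ADT (247, highest other 55) and XRT (881, highest other 179) in C4-2.

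For the contrasts of 3 arrays with 3, the 10 splits are too few for a test. The real count at an unadjusted p under 0.01 and the highest of the other splits were, in LNCaP, 219 and 825 for ENZA+XRT, 371 and 723 for ENZA, 388 and 1191 for ADT+XRT, 398 and 722 for ADT, 412 and 708 for ENZA+ADT+XRT and 347 and 672 for ENZA+ADT. In C4-2 they were 171 and 351 for ENZA+XRT, 105 and 252 for ENZA, 150 and 232 for ADT+XRT, 137 and 184 for ADT, 227 and 406 for ENZA+ADT+XRT and 173 and 240 for ENZA+ADT.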
